# Transcriptomic de novo analysis of pitaya (*Hylocereus polyrhizus*) canker disease caused by *Neoscytalidium dimidiatum*

**DOI:** 10.1186/s12864-018-5343-0

**Published:** 2019-01-07

**Authors:** Min Xu, Cheng-Li Liu, Juan Luo, Zhao Qi, Zhen Yan, Yu Fu, Shuang-Shuang Wei, Hua Tang

**Keywords:** Red-fleshed pitaya, Transcriptomic, Canker disease, RNA-sequencing, Differentially expressed genes

## Abstract

**Background:**

Canker disease caused by *Neoscytalidium dimidiatum* is the most serious disease that attacks the pitaya industry. One pathogenic fungus, referred to as *ND8*, was isolated from the wild-type red-fleshed pitaya (*Hylocereus polyrhizus*) of Hainan Province. In the early stages of this disease, stems show little spots and a loss of green color. These spots then gradually spread until the stems became rotten due to infection by various strains. Canker disease caused by *Neoscytalidium dimidiatum* poses a significant threat to pitaya commercial plantations with the growth of stems and the yields, quality of pitaya fruits. However, a lack of transcriptomic and genomic information hinders our understanding of the molecular mechanisms underlying the pitaya defense response.

**Results:**

We investigated the host responses of red-fleshed pitaya (*H. polyrhizus*) cultivars against *N. dimidiatum* using Illumina RNA-Seq technology. Significant expression profiles of 23 defense-related genes were further analyzed by qRT-PCR. The total read length based on RNA-Seq was 25,010,007; mean length was 744, the N50 was 1206, and the guanine-cytosine content was 44.48%. Our investigation evaluated 33,584 unigenes, of which 6209 (18.49%) and 27,375 (81.51%) were contigs and singlets, respectively. These unigenes shared a similarity of 16.62% with *Vitis vinifera*, 7.48% with *Theobroma cacao*, 6.6% with *Nelumbo nucifera* and 5.35% with *Jatropha curcas*. The assembled unigenes were annotated into non-redundant (NR, 25161 unigenes), Kyoto Encyclopedia of Genes and Genomes (KEGG, 17895 unigenes), Clusters of Orthologous Groups (COG, 10475 unigenes), InterPro (19,045 unigenes), and Swiss-Prot public protein databases (16,458 unigenes). In addition, 24 differentially expressed genes, which were mainly associated with plant pathology pathways, were analyzed in-depth.

**Conclusions:**

This study provides a basis for further in-depth research on the protein function of the annotated unigene assembly with cDNA sequences.

## Background

Pitaya, also known as dragon fruit, is an important tropical and subtropical fruit tree. At present, there are two known species of pitaya: the red-fleshed pitaya (*Hylocereus polyrhizus*) and the white-fleshed pitaya (*Hylocereus undatus*). However, the most cultivated and commercialized species is the red-fleshed pitaya with its red pulp and pericarp (*H. polyrhizus*) that is enriched with anthocyanins [1, 2]. Pitaya belongs to the Cactaceae and its native tropical zone is Latin America, which includes Mexico, and Central and South America [3]. Currently, it is also extensively grown throughout tropical and subtropical regions worldwide [4], especially in Asian countries, such as Malaysia, Vietnam, Thailand, Philippines and China. Presently, the main areas of pitaya cultivation (especially the red dragon fruits) include the Hainan, Guangxi, Guangdong, Yunnan, Fujian and Taiwan provinces of China.

Pitaya has been proven to be very adaptable to environmental conditions and disease pressures. However, the rapid spread of stem canker, a disease caused by *Neoscytalidium dimidiatum* among red-fleshed pitaya (*H. polyrhizus*), has become a serious threat to some commercial plantations (Fig. 1). The disease was first reported in Taiwan province of China, and features a distinctive canker on stems and fruits, and quickly spread to most commercial cultivation areas [5]. Shortly thereafter, it was discovered and reported in Guangdong Province of China, Malaysia, Israel, and Florida with similar characteristics [6–10]. Various studies have reported the incidence of canker disease caused by *Neoscytalidium dimidiatum* and have provided basic information relating to the identity and isolation of pathogenic strains.

**Fig. 1:**
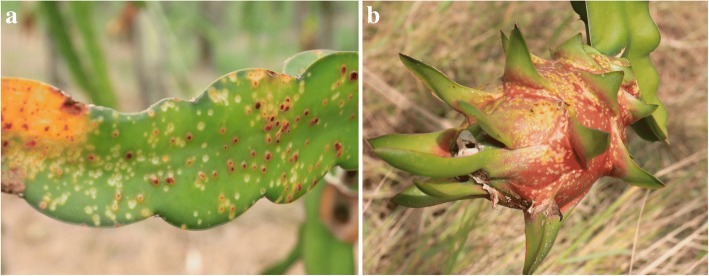
The impact of the canker disease on the pitaya stems and fruits. **a** Diseased stems in pitaya plantation; **b** Diseased fruits in pitaya plantation

Generally, two main recognition systems are associated with the response to an attack by the microorganism. One system recognizes the pathogen-associated molecular patterns (PAMPs) via pattern-recognition receptors (PRRs), which are localized on the membrane and activate an innate immune response, or more specifically PAMP-triggered immunity (PTI) [11]. The PAMPs are structural molecules, such as bacterial peptidoglycan and flagellin, oomycete glucans, lipopolysaccharide harpin, xylanase and chitin [12, 13]. In contrast, PRRs are cell surface-localized receptors, most of which are receptor-like kinases (RLKs) or receptor-like proteins (RLPs). The RLKs contain extracellular, transmembrane, and cytoplasmic kinase domains, whereas the RLPs lack the kinase domain [14]. A burst of reactive oxygen species (ROS) is a typical reaction in early cellular PTI events; activation of the mitogen-activated protein kinase (MAPK) cascade and expression of immune-related genes are also associated with such events [15]. The second system is mediated by intracellular immune receptors, which directly or indirectly recognize virulence effectors of pathogens that are secreted within host cells, thereby inducing effector-triggered immunity (ETI). In the second system, pathogen effectors are recognized by intracellular receptors, which are referred to as resistance (R) proteins, and mainly include leucine-rich repeats (LRR) or the LRR-like family, toll/interleukin-1-receptor (TIR), and serine/threonine kinases (S/TK) to activate the ETI response [14, 16]. Compared with PTI, the activation of ETI by receptors localized to the nucleus appears to be more directly associated with transcriptional regulation of the expression of defense genes [17]. However, some ambiguous theories exist regarding PTI and ETI, as it also appears that both can be robust or weak, depending on the interaction, defense signaling pathways, receptors and environmental conditions [13].

The RNA-Sequencing (RNA-Seq) technique is an excellent method that permits quick and extensive comprehension of the transcriptional level of genes in a variety of plant species using next-generation sequencing technologies [18]. Here, to investigate the genes associated with the defense response of pitaya to canker disease caused by *Neoscytalidium dimidiatum* in PTI and ETI systems, we used RNA-Seq technology to monitor the transcriptomic profiles of red-fleshed pitaya (*H. polyrhizus*) in response to fungal invasion. A comparison was made between normal and diseased stem tissuses during transcriptomic analysis, and the significant differentially expressed genes (DEGs) were analyzed in detail. These DEGs were annotated in public protein databases, suggesting that they may play important roles in PTI and ETI systems in response to the invasion of *Neoscytalidium dimidiatum*. The aim of the present study was to identify the key genes that encode steps in the plant pathological pathways of pitaya. This article provides a solid basis for a better understanding of the transcriptomic response of the red-fleshed pitaya (*H. polyrhizus*) to canker disease.

## Results

### Sequencing, de novo assembly and annotation

Healthy and diseased stem tissues of red-fleshed pitaya (*H. polyrhizus*) (Fig. 2) were collected from the orchard of Ledong County, Hainan Province. Three normal samples (N1, N2, and N3), and three diseased samples (D1, D2, and D3), were used for transcriptional sequencing. However, N1 and D2 examples were abandoned because the results were not consistent. The unigenes assembled from the four remaining samples were then merged. 

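Poly (A) mRNA of 2 diseased (D1 and D3) and 2 normal (N2 and N3) stem samples was compared, each sample a biological replicate of 4 cutting bases from plants about 5 years old. Most of the mapped fragments were on 20 unigenes taken here as viral: 13 carried domains of viral replication or coat proteins, 5 shared a cluster with these, and 2 were above 500 FPKM with no NR match. Of the 13, Unigene1356_All carried a coat protein signature of potexviruses and carlaviruses, and whether the unigenes came from 1 virus or several was not tested. These unigenes held 94.4% of the fragments in D1, 93.2% in D3, 97.4% in N2 and 98.0% in N3. The viral methyltransferase unigene CL269.Contig2_All (6651 bp) stood at 36560 FPKM in D1, 22043 in D3, 23082 in N2 and 32553 in N3. Coat protein unigene Unigene1356_All (1871 bp) was nearly even, at 22903 and 22004 FPKM in the diseased and 24925 and 23533 FPKM in the normal stems. Others were uneven: Unigene1353_All (RNA-dependent RNA polymerase) stood at 17610 and 18843 FPKM in D1 and D3 against 8393 and 4517 in N2 and N3, and CL354.Contig3_All (viral methyltransferase) at 468 and 14849 against 1067 and 46.1. Outside the viral unigenes, 640861 (D1), 796582 (D3), 340347 (N2) and 266328 (N3) fragments remained for all other unigenes. Because FPKM is a share of all mapped fragments, these unigenes together took 2.67 times as large a share in diseased as in normal stems (6.22% against 2.33%, means of n = 2 each), a log2 shift of 1.42.

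**Figure D1:**
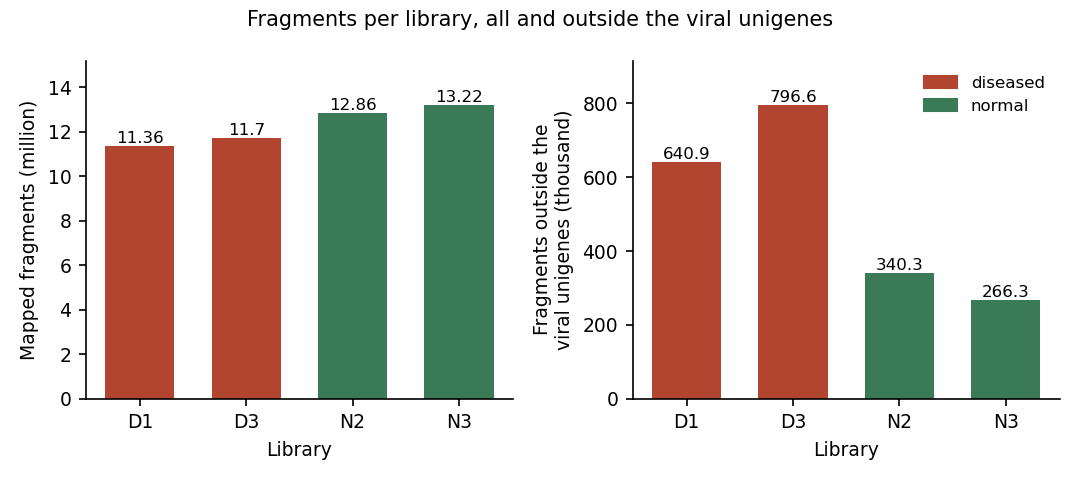
Mapped fragments per library in units of 1e6 (left) and fragments outside the viral unigenes in units of 1e3 (right), 1 bar per library, diseased in red and normal in green. The diseased libraries hold fewer mapped fragments and more fragments outside the viral unigenes.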

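The authors' deposited values are FPKM (fragments per kilobase of unigene and 1e6 mapped fragments), with no fragment counts beside them. Low FPKM values were whole multiples of 1 fragment once the unigene length was taken into account (98.4% to 98.5% of the values checked in each library, within 0.1 of a fragment). This put the depth at 11360000 (D1), 11700000 (D3), 12860000 (N2) and 13220000 (N3) mapped fragments. On a unigene of 300 bp, 1 fragment was worth 0.45 to 0.488 FPKM, and on one of 1000 bp 0.0871 to 0.0988 FPKM. Differences were tested with limma on log2(FPKM + 0.1) over the 21464 unigenes with a mean FPKM of at least 0.25, and fold changes are on that scale, which understates the change of low unigenes. The same test over the 7047 unigenes with a mean FPKM of at least 1 was 1 of the alternatives set before the data were examined. A second scaling, by trimmed means of the log ratios of 2168 unigenes above 1 FPKM in all libraries, divided D1 by 1.44, D3 by 1.82, N2 by 0.75 and N3 by 0.53, and values after it are called rescaled. The choice of viral unigenes, the depths from FPKM steps and the shares outside them were worked out after seeing the data.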

In total, we evaluated 33,584 unigenes, of which 6209 (18.49%) and 27,375 (81.51%) were contigs and singlets, respectively. 

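An expression value was given for 5720 contigs and 22106 singlets. Another 5758 unigenes had an annotation line and no FPKM in any of the 4 libraries, and 3041 of those had an NR match. Of the unigenes with a value, 12191 were above 0 FPKM in all 4 libraries, with a median length of 1174 bp and a median of 64.6 fragments summed over the libraries. A further 6664 were above 0 in 1 library alone, at a median length of 277 bp and a median of 1 fragment.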

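Lengths were given for the unigenes with an expression value, which spanned 23553017 bp in total, with a mean of 846 bp, a median of 559 bp and an N50 of 1276 bp. Unigenes above 0 FPKM were longer in the normal libraries, with median lengths of 916 bp in N2 and 992 bp in N3 against 756 bp in D1 and 661 bp in D3. The longest unigene, of 26440 bp, was above 0 FPKM in every library, and the shortest had 200 bp. The difference in median length was not tested. It cannot be told apart from the larger number of fragments outside the viral unigenes in the diseased libraries.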

The total read length was 25,010,007, mean length was 744 bp, the N50 was 1206, and the guanine-cytosine (GC) content was 44.48%, based on RNA-Seq. The range of the unigene lengths in the four samples was 497–702 bp. Details relating to the assembled information from each sample and the merged results are shown in Table 1. In total, 1608 DEGs, with a fold change ≥2.00 or a fold change ≤0.5, and a false discovery rate (FDR) ≤ 0.001, were monitored. 

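An enzyme of ethylene synthesis, a sugar transporter and a defensin-like protein were among the unigenes that rose in diseased stems, and a light-harvesting protein and a major latex protein among those that fell. The ACC oxidase CL359.Contig1_All, the last enzyme of ethylene synthesis, was at 87.0 and 88.0 FPKM in D1 and D3 against 5.08 and 2.02 FPKM in N2 and N3 (log2 fold change 4.72, standard error 0.55, adjusted p = 0.00904, limma). Ferritin (Unigene1795_All), which stores iron, rose from 1.81 and 1.2 FPKM in the normal to 101 and 60.1 FPKM in the diseased stems, and a sugar transport protein 13-like unigene (Unigene5662_All) from 0.32 and 0.42 to 27.0 and 21.8 FPKM (adjusted p = 0.00742 for both, limma). Defensin-like protein AX2 (Unigene9340_All) was at 10.2 and 20.8 FPKM in diseased stems, listed at 0 in N2 and at 0.39 FPKM in N3 (adjusted p = 0.00927, limma). In the other direction, a chlorophyll a-b binding protein of LHCII type 1 (Unigene1915_All) fell from 19.2 and 56.4 FPKM in the normal to 4.37 and 4.23 FPKM in the diseased stems (log2 fold change -2.91, standard error 0.60, adjusted p = 0.0128, limma). The MLP-like protein 28 unigene CL1271.Contig3_All fell from 31.5 and 10.9 FPKM to 1.17 and 1.03 FPKM (adjusted p = 0.00958), and the pectinesterase-like Unigene6944_All from 123 and 9.52 FPKM to 0.87 and 1.03 FPKM (adjusted p = 0.0132, limma). These calls come from limma at a mean FPKM of at least 1, where 4246 unigenes were higher and 48 lower in diseased stems by at least 2-fold at an adjusted p under 0.05, around a median log2 change of 1.71 over all 7047. Rescaled, 29 were higher and 17 lower of 5859 tested, so that the share of higher calls went from 98.9% to 63.0%. CL359.Contig1_All, Unigene1795_All, Unigene5662_All and CL1271.Contig3_All were among the 46, and every unigene named here kept its direction.

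**Figure D2:**
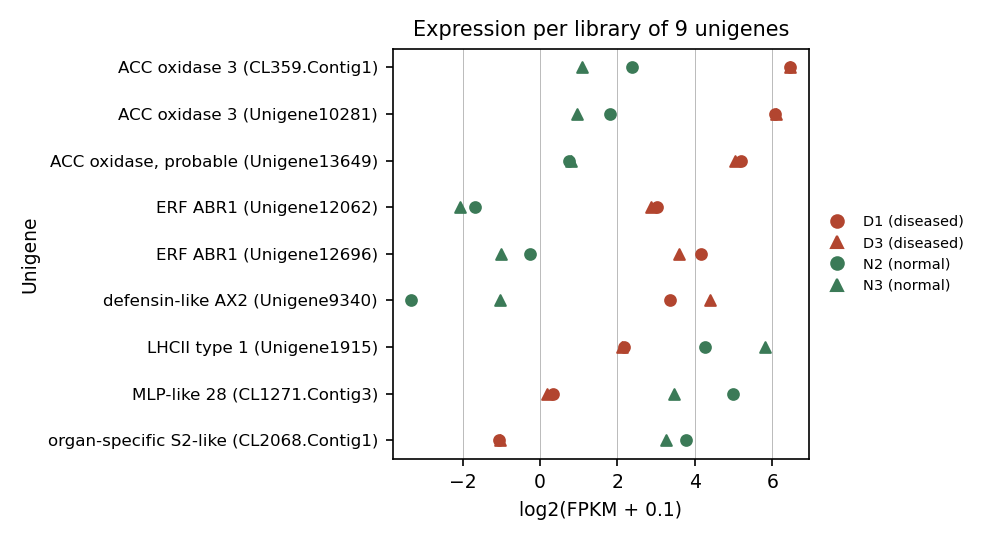
Expression of 9 unigenes as log2(FPKM + 0.1) on the horizontal axis, 1 point per library, diseased (D1 and D3) in red and normal (N2 and N3) in green. The upper 6 unigenes lie higher in both diseased libraries and the lower 3 higher in both normal libraries, as deposited and after rescaling.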

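Over the 21464 unigenes with a mean FPKM of at least 0.25, limma called 0 higher and 0 lower at an adjusted p under 0.05 (smallest adjusted p = 0.0603). At an unadjusted p under 0.05 there were 9502, of which 9329 were at least 2-fold higher and 158 at least 2-fold lower in diseased stems. On simulated values with all other unigenes equal, limma in this setting called 0 of 200 unigenes changed 16-fold. The adjustment is less strict where more unigenes differ, as here, so the simulation does not measure the power in these data. At an adjusted p under 0.1 the same fit held 8709 higher and 146 lower. Not passing the limit of 0.05, here or below, is not taken as evidence against a change. Both diseased libraries lay above both normal ones for 14513 unigenes and below them for 359, together 69.3% without overlap where chance gives 33.3%. That chance value takes no account of the larger share outside the viral unigenes in diseased stems, a common log2 shift of 1.42. The authors' deposited table lists 1032 unigenes as higher and 41 as lower at a NOIseq probability of at least 0.8, and the lowest fold in the authors' deposited table is 36.7, with a listed 0 counted as 0.01 FPKM. A NOISeq statistic rebuilt from the FPKM values called the same 1032 and 41 unigenes, and 414 higher and 306 lower on rescaled values. Among the 1032, 975 (94.5%) were listed at 0 in both normal libraries, 237 of these had a value in 1 diseased library alone, and the median was 7 fragments over D1 and D3 together. Without N3, limma at a mean FPKM of at least 1 called 0 unigenes in either direction, with 3665 at an unadjusted p under 0.05.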

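Unigenes above 0 FPKM numbered 21062 in D1 and 24043 in D3, and 17092 in N2 and 15470 in N3. The diseased mean of 22552.5 was 1.39 times the normal mean of 16281, a difference of 38.5% of the normal or 27.8% of the diseased mean (exact permutation test, two-sided p = 0.3333, the smallest that 2 libraries against 2 allow). At 10 FPKM or more, the numbers were 834 and 954 in the diseased and 272 and 168 in the normal libraries, a ratio of 4.06. Diseased libraries also held more fragments outside the viral unigenes (mean 718721.5 against 303337.5), which can raise all of these numbers. Detection at equal coverage was not compared, so the surplus cannot be told apart from that coverage. In both diseased libraries and neither normal one, 2691 unigenes were above 0 FPKM, of which 71.5% had an NR match, with a median of 4.02 fragments over the libraries, and 157 were found in the reverse pattern.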

On average, the number of unigenes from D samples was 45.7% higher than other samples, reflecting a significant increase in the number of sequences resulting from fungal infection.

**Fig. 2:**
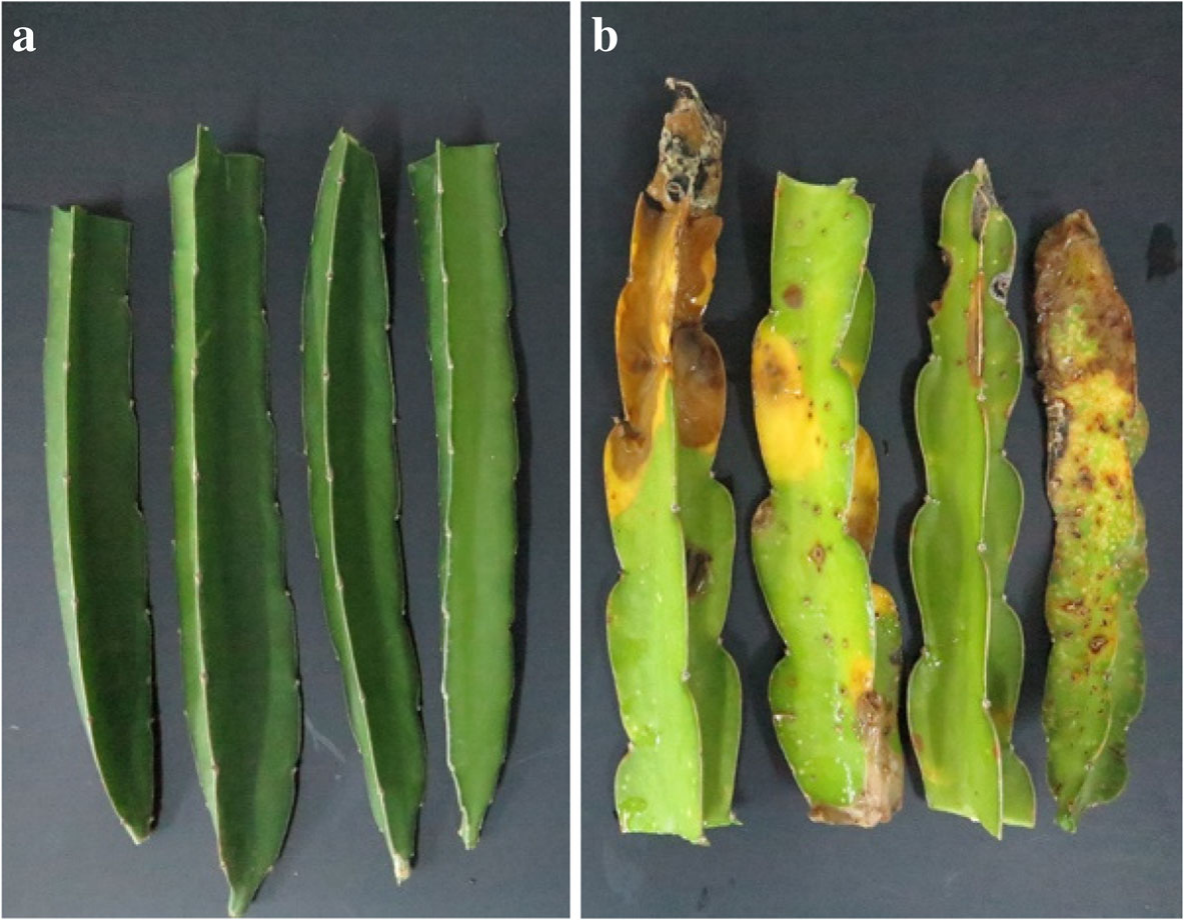
Pitaya tissues used for de novo transcriptomic analysis. **a** Normal stems; **b** Diseased stems

**Table 1:** Results of assembled samples

Sample	Total number	Total length	Mean length	N50	GC%
N2	17227	9167524	532	686	45.07
N3	13331	6633532	497	610	45.43
D1	25583	16144615	631	920	45.12
D3	30702	21582053	702	1081	44.48
All-Unigene	33584	25010007	744	1206	44.66

GC: guanine-cytosine

Owing to the lack of a reference genome for *H. polyrhizus*, the assembled unigenes were blast searched into the Non-redundant (NR), Kyoto Encyclopedia of Genes and Genomes (KEGG), Clusters of Orthologous Groups (COG), InterPro, and SwissProt public protein databases using search tools. The species with the greatest number of *H. polyrhizus* unigenes were *Vitis vinifera* (16.62%), *Theobroma cacao* (7.48%), *Nelumbo nucifera* (6.6%), and *Jatropha curcas* (5.35%), as shown in Fig. 3. 

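The best NR match named 411 species over 25151 unigenes. After these species came Ricinus communis with 1051 unigenes (4.18%), Citrus sinensis with 1045 (4.15%) and Populus trichocarpa with 986 (3.92%). Sugar beet (Beta vulgaris), which belongs to the same plant order as the cacti, was the best match of 244 unigenes, and 4 cactus species of 25. The leading matches were spread alike in all libraries: Vitis vinifera took 18.5% of the matched unigenes above 0 FPKM in D1, 18.0% in D3, 18.6% in N2 and 18.7% in N3. No best match named a virus or 1 of the genera of fungi, bacteria and animals searched for, and 3 named Albugo candida, an oomycete.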

Creation of a Venn diagram (Fig. 4), showed that there were 7305 unigenes annotated in all databases, 25,161 unigenes annotated in the NR database, 17,895 unigenes annotated in the KEGG database, 10,475 unigenes annotated in the COG database, 19,045 unigenes annotated in the InterPro database, and 16,458 Unigenes annotated in the SwissProt database. These findings provide a basis for further in-depth research on protein function of the annotated unigenes, which were assembled with cDNA sequences.

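Of the unigenes above 0 FPKM, an NR match was held by 85.6% in D1 (18028), 82.4% in D3 (19813), 88.4% in N2 (15112) and 90.2% in N3 (13951). SwissProt covered 59.5% and 56.6% of the unigenes in D1 and D3 and 63.4% and 65.2% in N2 and N3, and COG 37.5% and 34.6% against 41.9% and 44.3%. In each of these databases both normal libraries lay above both diseased ones, a difference that was not tested. An NR match was held by 58.5% of the unigenes above 0 in 1 library alone and by 94.8% of those above 0 in all. The difference cannot be told apart from the larger number of fragments outside the viral unigenes in the diseased libraries. At least 1 of the 5 databases annotated 26075 unigenes (77.6%), NR alone 2601, and none of them 7509.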

**Fig. 3:**
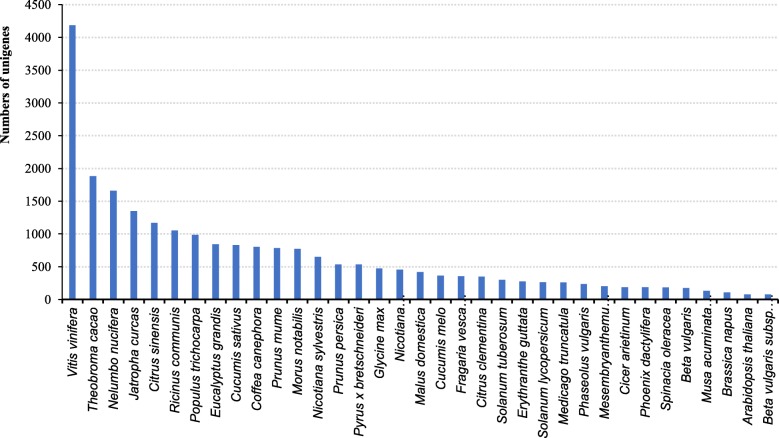
Species distribution of all unigenes. The x-axis shows the species of annotated unigenes while the y-axis shows the number of unigenes

**Fig. 4:**
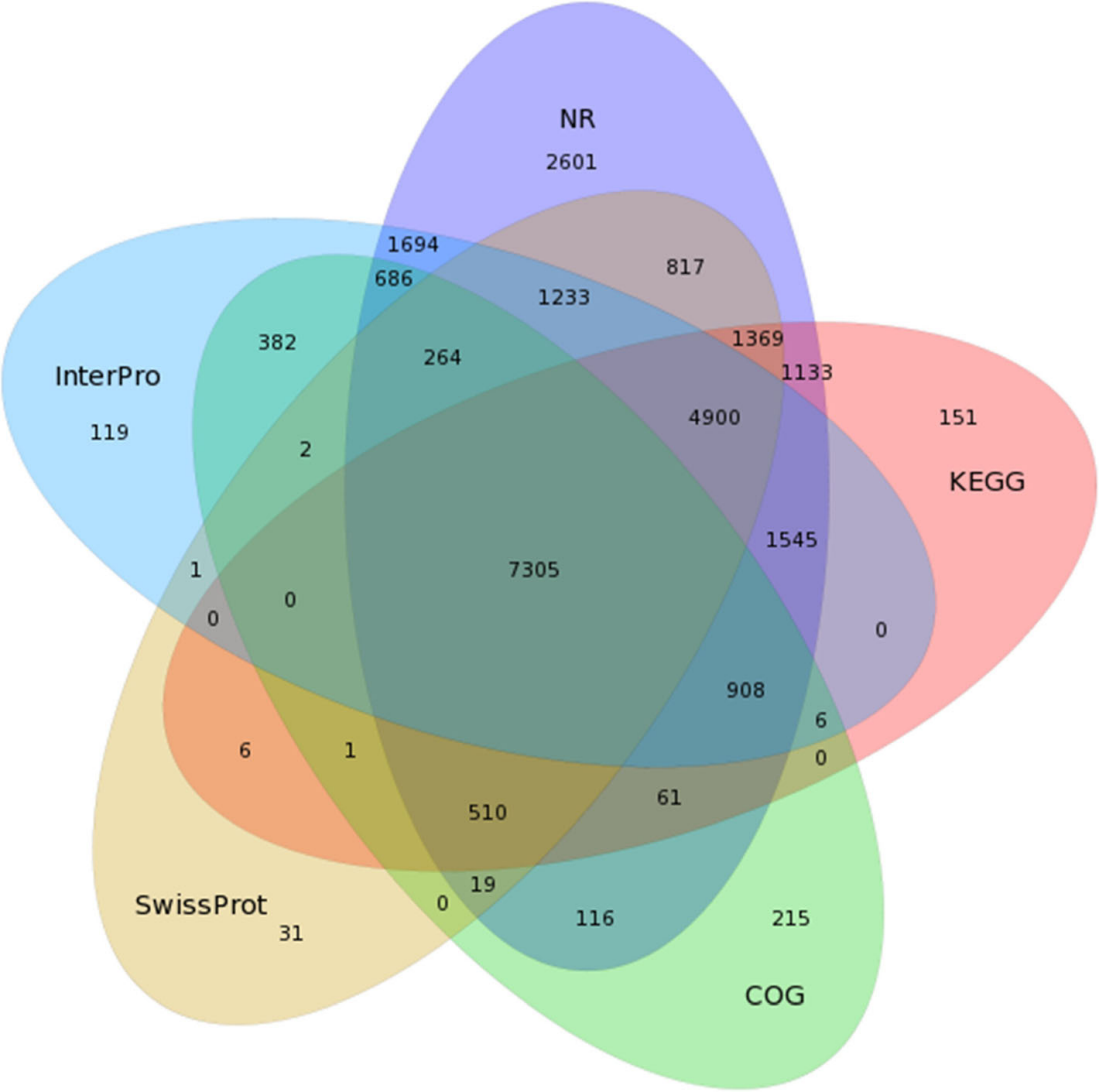
Venn diagram of unigenes annotated in NR, KEGG, COG, InterPro, and SwissProt protein databases

### Gene ontology (GO) functional annotation of DEGs

Based on GO functional annotation, approximately 1608 DEGs were classified into three essential categories, namely biological process, cellular component, and molecular function. The unigenes we identified covered a wide range of functional GO categories. Of the 1608 DEGs classified, most were associated with catalytic activity (173 DEGs, 10.75%), binding (134 DEGs, 8.33%), and transporter (30 DEGs, 1.87%) aspects of molecular function. The biological processes were associated with cellular processes (160 DEGs, 9.95%), metabolic processes (157 DEGs, 9.76%), and single-organism processes (124 DEGs, 7.71%). The cellular component processes were mainly associated with the membrane (134 DEGs, 8.33%), cell (107 DEGs, 6.65%), membrane part (106 DEGs, 6.59%), and cell part (104 DEGs, 6.47%) aspects (Fig. 5). 

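Of the unigenes called in the authors' deposited table, 339 had a GO term. Integral component of membrane was the most frequent term, held by 96 of them (28.3% against 22.8% of 6552 unigenes that could have been called, Fisher's exact p = 0.0139). Transport was held by 12 (3.54% against 1.19%, Fisher's exact p = 0.000598, adjusted p = 0.228) and transmembrane transport by 14 (4.13% against 1.86%, p = 0.00543). Terms below their share in the background were nucleus, with 7 (2.06% against 5.60%, Fisher's exact p = 0.00216), and translation, with 3 (0.88% against 3.51%, p = 0.00352). Molecular function terms covered 76.4% of these unigenes and 76.7% of the background, biological process terms 68.7% and 70.9%, and cellular component terms 60.8% and 64.6%. None of the 763 terms passed an adjusted p of 0.05 (smallest adjusted p = 0.176, Fisher's exact test).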

Analysis of the GO terms of pitaya transcripts showed that these genes might have been associated with kinases (catalytic activity) and receptors (cellular and metabolic processes, and the membrane).

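Kinases, taken as unigenes with kinase in their NR or SwissProt name, made up 55 of the unigenes called in the authors' deposited table (5.13%) and 744 of the 12448 that could have been called (5.98%; Fisher's exact p = 0.252). Receptor-like kinases and proteins made up 30 (2.80%) against 304 (2.44%, Fisher's exact p = 0.408). A unigene without a match has no name to count, and the background was not matched for length or annotation. The called unigenes had a median length of 357 bp against 559 bp for all. Of those called higher, 64.7% had an NR match against 70.0% of others of the same lengths. These shares by name therefore do not settle whether kinases are over- or under-represented. By GO term, protein kinase activity was held by 11 of the 339 unigenes with a term (3.24% against 1.65%, Fisher's exact p = 0.0264), kinase activity by 8 (2.36% against 1.19%, p = 0.0629), protein serine/threonine kinase activity by 10 (2.95% against 3.05%, p = 1), phosphorylation by 10 (2.95% against 1.92%, p = 0.154), protein phosphorylation by 10 (2.95% against 3.66%, p = 0.554), and ATP binding by 35 (10.3% against 11.5%, Fisher's exact p = 0.541). Adjusted over all terms, p was 1 for the kinase and phosphorylation terms named here.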

**Fig. 5:**
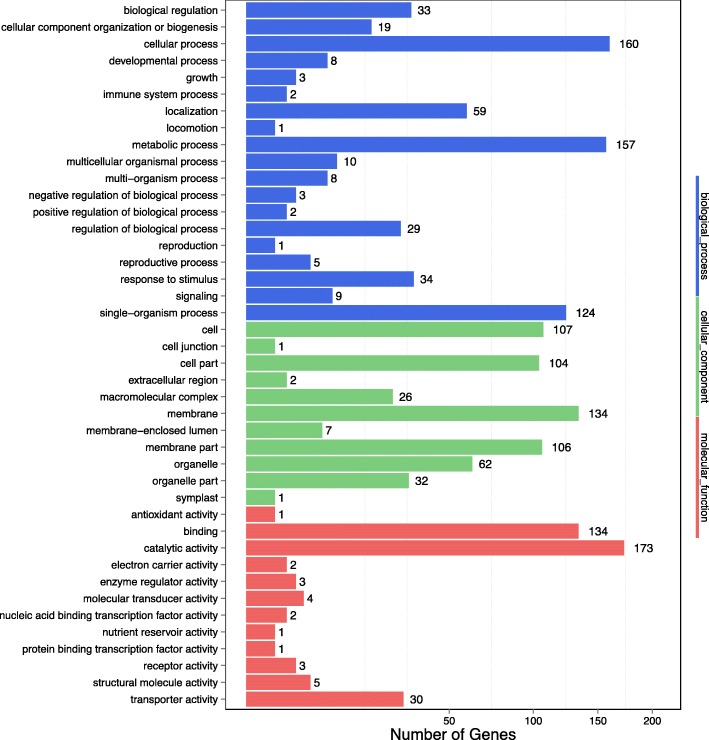
Gene Ontology (GO) annotation of differentially expressed genes (DEGs). The x-axis shows the number of genes while the y-axis shows gene function annotation of GO categories

### DEGs associated with plant-pathogen interactions

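The 22 unigenes named in Table 2 were compared over the 4 libraries, and 21 of them had the higher mean in diseased stems. For 20 of the 21, both normal libraries were listed at 0 FPKM; the exception was Unigene2538_All, a homolog of WRKY75, at 0.12 FPKM in N2. Their diseased means ran from 0.945 to 3.63 FPKM, which stood for 3 to 55 fragments over D1 and D3 together (median 11), on unigenes of a median length of 436 bp. D1 was above D3 for 5 of the 21. By limma over all 21464 unigenes, 0 of the 21 passed (adjusted p from 0.0603 to 0.397), while 19 had an unadjusted p under 0.05 and 19 passed when adjusted over the list alone. The rebuilt NOISeq statistic called 21, and 13 on rescaled values. Of the 21, only Unigene2538_All had a mean FPKM of at least 1, and limma in that setting called it. The study chose this list on these libraries, so the counts are not independent evidence of its direction.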

Twenty-four DEGs were associated with plant-pathogen interaction pathways; of these, 23 were up-regulated and one was down-regulated. These unigenes play different roles in the plant-pathogen interaction pathways. Unigene13603_All and Unigene11517_All were annotated in the cyclic nucleotide-gated channel (CNGC) family, which mediates Ca^2+^ influx from cellular stores in plants [19]. 

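Unigene13603_All (1081 bp) was at 1.29 FPKM in D1 and 1.41 in D3, from 14 and 16 fragments, and was listed at 0 in N2 and N3. Unigene11517_All (978 bp) was at 0.60 and 1.5 FPKM, from 6 and 15 fragments, and was also listed at 0 in both normal libraries. At 1081 bp, 1 fragment in N2 would have given 0.0817 FPKM, so the diseased values of Unigene13603_All stood well above the step of 1 fragment. Its best SwissProt match was the potassium channel KAT2, and that of Unigene11517_All the probable cyclic nucleotide-gated ion channel 20. Over all tested unigenes, neither passed limma (adjusted p = 0.0603 for Unigene13603_All and 0.0610 for Unigene11517_All). A longer unigene of the same family, CL380.Contig3_All (probable cyclic nucleotide-gated ion channel 17, 2766 bp), rose from 0.12 and 0.31 FPKM in N2 and N3 to 3.09 and 2.35 FPKM in D1 and D3 (adjusted p = 0.0119, limma at a mean FPKM of at least 1; rescaled log2 fold change 2.06, adjusted p = 0.174).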

The CNGCs are reportedly Ca^2+^-permeable channels that interact with the ubiquitous Ca^2+^ sensor calmodulin, and play important roles in the response to plant hormones, biotic and abiotic stresses, and plant immunity [20–22]. Unigene12122_All, Unigene16412_All, and CL2472.Contig2_All were annotated in the calcium-dependent protein kinase family (CDPK). 

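Unigene12122_All (340 bp, CDPK-related kinase) was at 1.14 FPKM in D1 and 1.99 in D3, from 3 and 5 fragments, and Unigene16412_All (323 bp) at 1.24 and 1.30 FPKM, from 3 fragments in each; both were listed at 0 in N2 and N3. CL2472.Contig2_All (6633 bp) was at 7.98 FPKM in D1, 6.85 in D3, 12.8 in N2 and 1827 in N3. Its normal mean was 124 times the diseased mean, N2 alone 1.72 times, and N3 stood 143 times above N2. The annotation of CL2472.Contig2_All listed 1 domain of a viral RNA-dependent RNA polymerase and 0 protein kinase domains, and the unigene is counted among the 20 viral ones. No difference of the 3 unigenes passed limma over all tested unigenes (adjusted p = 0.0603 for Unigene12122_All and Unigene16412_All, 0.255 for CL2472.Contig2_All).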

The CDPKs are crucial sensors of changes in calcium concentration and play multiple roles in plant development and growth, abscisic acid (ABA)-mediated processes, jasmonic acid (JA) biosynthesis, plant tolerance to stress, and plant fungal stimuli interaction [23–28]. The CDPKs are phosphorylated by phosphatase and participate in the hypersensitive response (HR). Furthermore, another calcium-related gene, Unigene7838_All, was annotated in two types of Ca2^+^-sensing proteins, calmodulin and calmodulin-like (CaM/CML) (Fig. 6). 

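Unigene7838_All, whose best SwissProt match was the probable calcium-binding protein CML49, was at 2.30 FPKM in D1 and 0.34 in D3, from 7 fragments and 1 fragment. N2 and N3 were listed at 0. The difference did not pass limma over all tested unigenes, and D1 and D3 differed by 6 fragments.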

The CaM/CML protein family plays complex and versatile roles in modulating cellular responses to various stimuli, particularly biotic stresses in grapevine [29]. The ROS produced by respiratory burst oxidase homologs are associated with multiple signal transduction pathways in diverse biological processes in plants [30]. 

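Unigene13565_All (248 bp, best SwissProt match respiratory burst oxidase homolog protein C) had 3 fragments in D1, 1.89 FPKM, and was listed at 0 in D3, N2 and N3. On this length 1 fragment was worth 0.633 FPKM in D1 and 0.695 FPKM in D3. Over all tested unigenes limma gave an adjusted p of 0.397. Of the 173 unigenes of reactive oxygen enzymes (respiratory burst oxidases, peroxidases, catalases, superoxide dismutases and glutathione S-transferases), 77 had a mean FPKM of at least 1, and 48 of these were higher and 0 lower in diseased stems by limma. Glutathione S-transferase U17 (Unigene4473_All), which detoxifies reactive compounds, rose from 0.87 and 1.61 FPKM to 17.9 and 17.4 FPKM (adjusted p = 0.00914). After rescaling 0 of 68 were called, and the list's median log2 change of 1.71 was -0.03 relative to all tested unigenes (camera adjusted p = 0.843, and 0.992 with an estimated correlation). With an estimated correlation, camera rests on the residual degrees of freedom of 4 libraries and passed no list in any setting. Such values, here and below, are therefore no evidence against a difference. Adjusted over the list alone, 40 were higher.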

In our research, an up-regulated Unigene (13565_All) was annotated in the respiratory burst oxidase homologs (Rboh) membrane-bound enzyme family, which is also known as the NADPH oxidases [31]. In tomato plants, Rboh activity and H_2_O_2_ signaling are important components of melatonin-induced stress tolerance [32]. This unigene may therefore encode the most critical enzyme of pitaya associated with ROS production under conditions of *Neoscytalidium dimidiatum* infection.

**Fig. 6:**
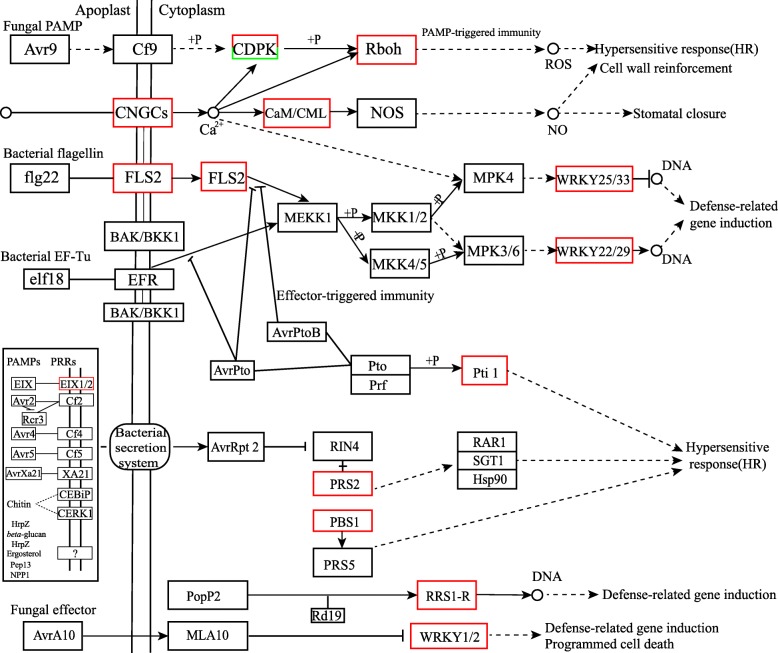
Differentially expressed genes (DEGs) associated with plant-pathogen interactions in *H. polyrhizus*. The original plant-pathogen interaction pathway was downloaded from the KEGG database (https://www.genome.jp/dbget-bin/www_bget?map04626). Genes in red frames were up-regulated, those in green frames were down-regulated, and those in black frames showed no change in regulation

A plant-pathogen interaction pathway (Fig. 6) showed that the flagellin-sensing 2 (FLS2) family was significantly up-regulated, and included Unigene13867_All, Unigene9087_All, CL1260.Contig2_All, Unigene13234_All, Unigene24332_All, and Unigene15298_All. Furthermore, FLS2 is a well-known PRR kinase that recognizes a conserved 22 amino acid N-terminal sequence of the bacterial flagellin protein (flg22) [33]. 

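The best covered of these 6 unigenes was Unigene13867_All (518 bp), at 1.72 FPKM in D1 and 1.96 in D3, from 8 and 9 fragments (adjusted p = 0.0603, limma). Unigene9087_All was at 1.25 and 2.25 FPKM and CL1260.Contig2_All at 0.61 and 2.67 FPKM, from 3 and 13 fragments. Unigene13234_All, at 2.42 and 0.55 FPKM, and Unigene24332_All, at 1.95 and 0.18 FPKM, were higher in D1 than in D3. Unigene15298_All (255 bp) had 1 fragment in D1 and 2 in D3, 0.60 and 1.31 FPKM. All 6 were listed at 0 in N2 and N3. The best SwissProt match of Unigene13234_All was a Pol polyprotein of the transposon TNT 1-94 and that of Unigene24332_All receptor-like protein 12, while Unigene13867_All, Unigene9087_All and CL1260.Contig2_All matched LRR receptor-like kinases.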

Previous research has shown that FLS2 contains three domains, which include an extracellular LRR domain, a transmembrane domain and a cytoplasmic kinase domain [34]. The FLS2 receptor complex is directly coupled with *Arabidopsis* heterotrimeric G proteins to regulate immune signaling via both pre-activation and post-activation mechanisms [35]. 

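CL1043.Contig1_All, whose best match was the LRR receptor-like kinase BAM1, was at 1.01 FPKM in D1 and 1.22 in D3, from 5 and 6 fragments, and was listed at 0 in N2 and N3 (limma adjusted p = 0.0603). Longer receptor kinases gave larger values. The cysteine-rich receptor-like protein kinase 10 CL1050.Contig3_All (2428 bp) rose from 0.67 and 0.23 FPKM in N2 and N3 to 11.3 and 7.82 FPKM in D1 and D3 (log2 fold change 4.24, adjusted p = 0.00928, limma at a mean FPKM of at least 1). CL1166.Contig1_All, a chitin elicitor receptor kinase 1-like unigene of the kind that senses fungal cell walls, was at 4.47 and 2.12 FPKM in diseased stems, 0.22 in N2 and listed at 0 in N3 (adjusted p = 0.0126). Both kept their direction after rescaling, with log2 fold changes of 3.02 and 3.34 that did not pass (adjusted p = 0.0599 and 0.167).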

Our transcriptome data showed that LRR receptor-like serine/threonine-protein kinases (LRR-RLKs) were differentially expressed and included Unigene13867_All, CL1043.Contig1_All, and Unigene9087_All. The LRR-RLKs play pivotal roles in plant growth, development, cellular signal transduction, brassinosteroid (BR) and ABA signal pathways, and responses to biotic and abiotic stresses [36]. The unigenes we detected that were associated with FLS2 may play important roles in the HR and defense-related gene induction in response to fungal infection.

Moreover, three LRR classes of plant disease resistance genes PRS [37] (Unigene8050_All, Unigene15133_All, and Unigene14674_All); a resistance *PBS* gene (Unigene24332_All) that encodes a serine/threonine-protein kinase [38]; a pto-interacting protein gene PTI (Unigene24688_All) that encodes a serine/threonine kinase [39]; and a receptor for the fungal elicitor ethylene-inducing xylanase (EIX) that binds with EIX to induce the HR in tobacco and tomato [40] (Unigene24332_All), were significantly up-regulated in pathogen interaction pathways. These DEGs may participate in the HR, defense-related gene induction or programmed cell death (Fig. 6). 

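Unigene8050_All (504 bp, disease resistance protein At4g27190-like) had 6 fragments in D1 and 7 in D3, 1.33 and 1.58 FPKM. The NB-ARC unigene Unigene15133_All had 1 and 3 fragments, 0.46 and 1.46 FPKM, and Unigene14674_All, the shortest of the group with 244 bp, 1 and 3 fragments, 0.65 and 2.14 FPKM. Unigene5397_All, whose best SwissProt match was the serine/threonine-protein kinase PBS1, was at 0.51 and 1.92 FPKM, from 4 and 15 fragments. Unigene24688_All was at 1.2 and 1.67 FPKM, from 3 and 4 fragments, and matched an NAD(P)H:quinone oxidoreductase. N2 and N3 were listed at 0 for all of these, and limma over all tested unigenes gave adjusted p = 0.0603 for Unigene8050_All and Unigene24688_All and 0.0664 for Unigene15133_All.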

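Of the up-regulated unigenes of Table 2, those with the most fragments were WRKY unigenes. Unigene2538_All had 7 fragments in D1, 48 in D3 and 1 in N2, and Unigene2169_All 37 in D1 and 10 in D3. Those with the fewest were Unigene13565_All and Unigene15298_All, with 3 fragments over both diseased libraries. At such numbers the order of D1 and D3 is not resolved, and a single fragment moves a unigene of 300 bp by 0.45 to 0.488 FPKM. Of the 22 unigenes, 18 carried the KEGG orthology number given in Table 2 in their deposited annotation, while CL2472.Contig2_All, Unigene13603_All, Unigene13234_All and Unigene24332_All carried another.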

The expression profiles of DEGs in four samples asociated with plant-pathogen interactions are presented in the pheatmap show in Fig. 7, and in Table 2.

**Fig. 7:**
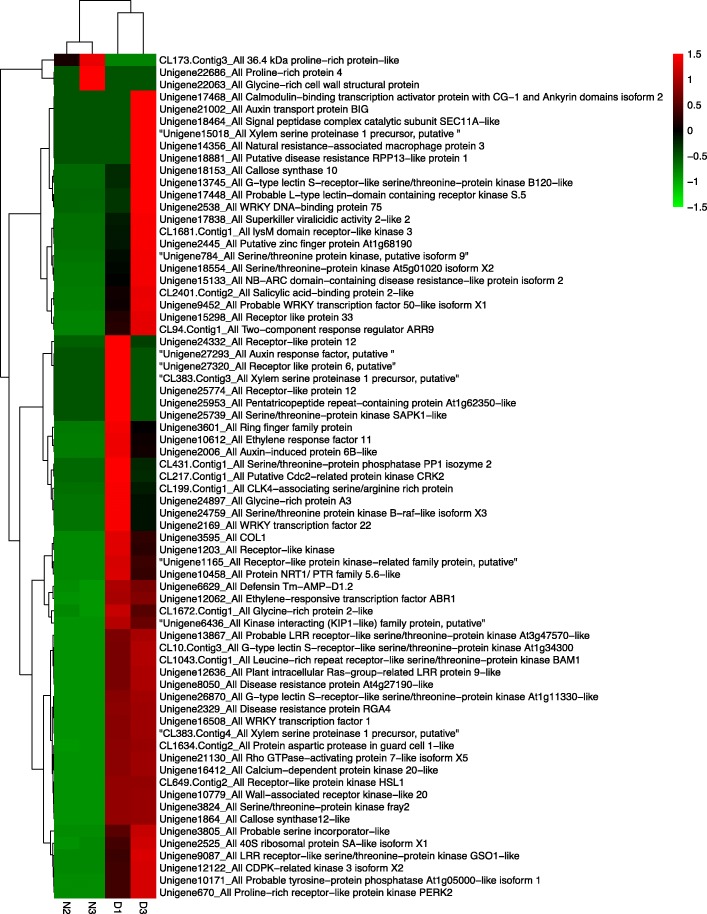
Heatmap of differentially expressed genes (DEGs) related to the defense response. Red indicates up-regulated expression, whereas green indicates down-regulated expression

**Table 2:** Expression profiles of unigenes associated with plant pathological interactions

Unigene family	Unigene ID	Down/up regulation	KO number	N-Expression	D-Expression	Annotation
CDPK	Unigene12122_All	Up	K13412	0.01	1.565	CDPK-related kinase 3 isoform X2
	Unigene16412_All	Up	K13412	0.01	1.27	calcium-dependent protein kinase 20-like
	CL2472.Contig2_All	Down	K13412	919.92	7.415	unnamed protein product
Rboh	Unigene13565_All	Up	K13447	0.01	0.95	hypothetical protein CISIN_1g002711mg
CNGCs	Unigene13603_All	Up	K05391	0.01	1.35	putative potassium channel protein Kmt1p
	Unigene11517_All	Up	K05391	0.01	1.05	Cyclic nucleotide-binding transporter 1 isoform 8
CaM/CML	Unigene7838_All	Up	K13448	0.01	1.32	uncharacterized protein LOC100248601
FLS2	Unigene13867_All	Up	K13420	0.01	1.84	probable LRR receptor-like serine/threonine-protein kinase
	Unigene9087_All	Up	K13420	0.01	1.75	LRR receptor-like serine/threonine-protein kinase GSO1-like
	CL1260.Contig2_All	Up	K13420	0.01	1.64	hypothetical protein POPTR_0016s02970g
	Unigene13234_All	Up	K13420	0.01	1.485	uncharacterized protein LOC103419002
	Unigene24332_All	Up	K13420	0.01	1.065	Receptor-like protein 12
	Unigene15298_All	Up	K13420	0.01	0.955	Receptor-like protein 33
WRKY25/33	Unigene9452_All	Up	K13424	0.01	1.25	WRKY transcription factor 50-like isoform X1
WRKY22/29	Unigene2169_All	Up	K13425	0.01	1.355	WRKY transcription factor 22
EIX1/2	Unigene24332_All	Up	K13466	0.01	1.065	Receptor-like protein 12
RPS2	Unigene8050_All	Up	K13459	0.01	1.455	disease resistance protein At4g27190-like
	Unigene15133_All	Up	K13459	0.01	0.96	NB-ARC domain-containing disease resistance-like protein
PBS1	Unigene5397_All	Up	K13430	0.01	1.215	hypothetical protein JCGZ_18014
PTI 1	Unigene24688_All	Up	K13436	0.01	1.435	NADPH: quinone oxidoreductase-like
RRS1-R	Unigene14674_All	Up	K16225	0.01	1.395	unnamed protein product
WRKY1/2	Unigene14674_All	Up	K18835	0.01	1.395	unnamed protein product
	Unigene2538_All	Up	K18835	0.065	3.63	WRKY DNA-binding protein 75
	Unigene9452_All	Up	K18834	0.01	1.25	WRKY transcription factor 50-like isoform X1
	Unigene16508_All	Up	K18834	0.01	1.065	WRKY transcription factor 1

### Predicted expression of transcription factors (TFs)

Transcription factors (TFs) are proteins that, when in contact with RNA polymerase, can confirm a transcription initiation complex and participate in the transcription initiation process. Generally, a TF contains a transcriptional activation/repression domain and a transcriptional binding domain [41]. As a regulator, a TF regulates the expression of genes downstream of a pathway by binding with DNA sequences either by itself or by interacting with other TFs or proteins. TFs are associated with the significant mechanisms of the regulation of disease resistance genes and receptors for cellular localization and activation, as well as DNA binding and transcription activities [42]. 

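By the text of the deposited annotation, 132 unigenes matched MYB, 77 AP2/ERF, 73 WRKY, 73 bHLH and 51 NAC. Within the AP2/ERF family, ABR1 unigenes, regulators of ethylene and abscisic acid responses, had the largest rises. Unigene12696_All went from 0.73 and 0.40 FPKM in N2 and N3 to 17.6 and 12.0 FPKM in D1 and D3 (log2 fold change 4.51, standard error 0.50, adjusted p = 0.00819, limma at a mean FPKM of at least 1), and Unigene2917_All from 0.96 and 0.16 to 21.4 and 12.7 FPKM (adjusted p = 0.00934). Of 36 AP2/ERF unigenes with a mean FPKM of at least 1, 22 were higher and 0 lower, and 2 of 31 after rescaling; adjusted over the list alone, 20 of 60 were higher. Of 27 bHLH unigenes, 20 were higher, among them bHLH147 (Unigene5260_All) at 4.93 and 2.36 FPKM against 0.21 and 0.14 (adjusted p = 0.0105), and 0 of 25 after rescaling; adjusted over the list alone, 11 of 48 were higher. Relative to all tested unigenes the median log2 change was 0.28 for AP2/ERF and -0.03 for bHLH (camera adjusted p = 0.0876 and 0.780, and 0.992 with an estimated correlation for both). Without N3 none of these unigenes was called.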

In the merged data of all samples in the present study, a total of 832 transcription factors were predicted, and the majority of the TF families were categorized as *MYB* (95, 11.42%); MYB-related (77, 9.25%); APETALA2/ethylene-responsive element binding protein (AP2-EREBP, 64, 7.69%); C3H (56, 6.73%); WRKY (52, 6.25%); bHLH (42, 5.05%); NAC (37, 4.45%); and GRAS (34, 4.09%), among others (Fig. 8).

**Fig. 8:**
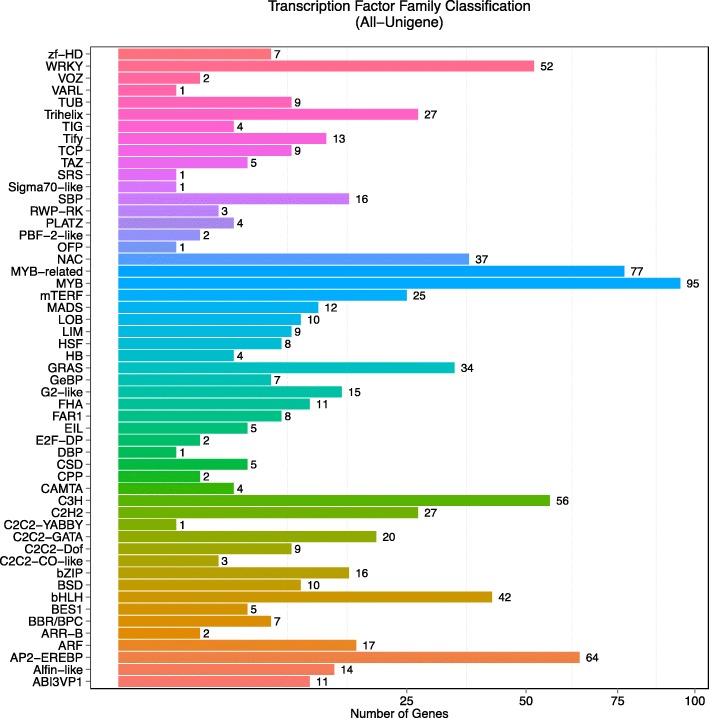
Differentially expressed genes (DEGs) and transcription factor (TF) family classification. The x-axis shows the number of genes while the y-axis shows TF family classification

The TFs make essential contributions to the processes of growth, development, flowering, and biotic and abiotic stresses in the plant. For instance, the family of MYB factors include the conserved MYB DNA-binding domain and appears to be involved in the regulation of the cell cycle in animals, plants and other higher eukaryotes [43]. The *AP2-EREBP* genes contained the AP2 family, RAV (related to ABI3/MP) family, and ERF (ethylene response factor) family, based on the number of AP2 domains and sequence similarity [44]. The *AP2-EREBP* gene reportedly plays roles in controlling flower and seed developmental processes, regulatory networks in response to hormones, pathogen attacks and environmental signals [45, 46]. Moreover, NAC TFs reportedly also take part in the plant-pathogen interactions of *Arabidopsis*, potato, maize, and wheat in response to wounding or pathogen attack as a transcriptional regulator [47]. In our plant pathology interaction pathways, WRKYs (Unigene9452_All, Unigene2169_All, Unigene14674_All, Unigene2538_All, and Unigene16508_All) were significantly and differentially expressed. 

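Unigene2538_All, a homolog of WRKY75, was at 0.93 FPKM in D1 and 6.33 in D3, against 0.12 in N2 and 0 in N3 (log2 fold change 4.12, standard error 1.12, adjusted p = 0.0212, limma at a mean FPKM of at least 1). Unigene2169_All (WRKY22) was at 2.14 and 0.57 FPKM, Unigene9452_All (WRKY50) at 0.70 and 1.80, and Unigene16508_All (WRKY1, 280 bp) at 1.03 and 1.10 FPKM from 2 fragments in each library. The latter 3 were listed at 0 in both normal libraries and did not pass limma over all tested unigenes (adjusted p from 0.0603 for Unigene9452_All and Unigene16508_All to 0.0625 for Unigene2169_All). After rescaling, Unigene2538_All kept its direction with a log2 fold change of 3.34 (adjusted p = 0.256).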

The WRKY proteins can interact with themselves, VQ-domain proteins, chromatin remodeling proteins, calmodulin-like proteins or some essential MAP kinases [48]. The unigenes identified in the present study may act as downstream products of the MAPK pathway to activate the expression of defense-related genes, or recognize the fungal effector, which may result in the induction of defense-related genes or programmed cell death (Fig. 6). The differentially expressed TFs under investigation may play essential roles in growth, development, leaf senescence and responses to biotic and abiotic stimuli.

### qRT-PCR verification

To validate the RNA-Seq data, 23 unigenes (Table 3) that were significantly expressed, most of which were associated with phytopathology, were selected for additional qRT-PCR analysis. These unigenes included one ethylene-responsive TF (Unigene12062_All); two LRR receptor-like serine/threonine-protein kinases (Unigene13867_All and Unigene9087_All); one salicylic acid-binding protein (CL2401.Contig2_All); two CDPK-related kinases (Unigene12122_All and Unigene16412_All); three disease resistance proteins (Unigene2329_All, Unigene8050_All, and Unigene15133_All); two RLPs (Unigene24332_All and Unigene15298_All); four WRKY TFs (Unigene9452_All, Unigene2169_All, Unigene2538_All, and Unigene16508_All); one auxin response factor (Unigene27293_All); one NADPH-related protein (Unigene24688_All); one lipoxygenase protein (CL1613.Contig2_All); and five differentially expressed proteins (CL2068.Contig2_All, CL1097.Contig1_All, CL1813.Contig1_All, Unigene2331_All, and Unigene9233_All). These genes were either significantly up- or down-regulated in diseased tissues. 

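The ethylene-responsive factor Unigene12062_All (ABR1) was the best measured of the up-regulated unigenes, at 8.05 FPKM in D1 and 7.16 in D3 against 0.21 in N2 and 0.14 in N3 (log2 fold change 4.82, standard error 0.46, adjusted p = 0.00752, limma at a mean FPKM of at least 1; rescaled log2 fold change 3.68, adjusted p = 0.0441). Of the down-regulated unigenes, the organ-specific protein S2-like CL2068.Contig2_All fell from 16.2 and 7.46 FPKM in N2 and N3 to 0.62 FPKM in D3, and was listed at 0 in D1 (adjusted p = 0.0107). CL1097.Contig1_All, a dehydrodolichyl diphosphate synthase, fell from 19.9 and 2.23 FPKM to 0.31 FPKM in D3 and was listed at 0 in D1 (adjusted p = 0.0136, not passing rescaled). CL1613.Contig2_All was at 35.2 FPKM in N2, and at 0.41 in N3, 0.12 in D1 and 0.70 in D3, so that without N2 the log2 ratio of the means was 0. Unigene27293_All (200 bp) had 2 fragments in D1 and was listed at 0 in the other libraries. CL2401.Contig2_All (salicylic acid-binding protein 2-like) was at 0.95 and 2.35 FPKM and Unigene2329_All (RGA4) at 0.95 and 1.01, with both normal libraries listed at 0; the beta-glucosidase Unigene2331_All was at 1.38 and 0.52 FPKM in N2 and N3 and Unigene9233_All at 0.98 and 1.44, with both diseased libraries listed at 0.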

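In all, 17 of the 23 unigenes had the higher mean in diseased and 6 in normal stems. For 21, both libraries of a group lay beyond both of the other in that direction (chance gives 33.3% in either direction, and all tested unigenes 69.3%). In D3 and N3, the samples of the qRT-PCR ratios in Fig. 9, 21 had the same direction as the means, CL1613.Contig2_All the opposite one, and Unigene27293_All was listed at 0 in both. By limma over all 21464 unigenes 0 passed, with 20 at an unadjusted p under 0.05 and 20 adjusted over the list alone; limma at a mean FPKM of at least 1 called 5, and 0 without D1 or N3, and the rebuilt NOISeq statistic called 23. The study selected these unigenes on the same libraries, so the counts are not independent evidence of direction.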

The results of the qRT-PCR assay showed that 20 of the 23 genes selected for qRT-PCR (three biological replicates) conformed to the RNA-Seq data, with an accuracy of 87%. These results (Fig. 9) indicated that the RNA-Seq findings were both stable and reliable.

**Table 3:** Gene expression in normal (N) and diseased (D) tissues based on qRT-PCR

Unigene	N-Expression	D-Expression	Log2 fold change (D/N)	Up/down regulation	Annotation
Unigene12062_All	0.175	7.605	5.442	Up	Ethylene - responsive transcription factor ABR1
Unigene13867_All	0.01	1.84	7.524	Up	probable LRR receptor-like serine / threonine-protein kinase At3g47570 - like
CL2401.Contig2_All	0.01	1.65	7.366	Up	Salicylic acid-binding protein 2-like
Unigene12122_All	0.01	1.565	7.290	Up	CDPK-related kinase 3 isoform X2
Unigene16412_All	0.01	1.27	6.989	Up	Calcium-dependent protein kinase 20-like
Unigene2329_All	0.01	0.98	6.615	Up	Disease resistance protein RGA4
Unigene9087_All	0.01	1.75	7.451	Up	LRR receptor-like serine/threonine-protein Kinase GSO1-like
Unigene24332_All	0.01	1.065	6.735	Up	Receptor-like protein 12
Unigene15298_All	0.01	0.955	6.577	Up	Receptor-like protein 33
Unigene9452_All	0.01	1.25	6.966	Up	probable WRKY transcription factor 50-like isoform X1
Unigene2169_All	0.01	1.355	7.082	Up	WRKY transcription factor 22
Unigene27293_All	0.01	0.945	6.562	Up	Auxin response factor, putative
Unigene8050_All	0.01	1.455	7.185	Up	Disease resistance protein At4g27190-like
Unigene15133_All	0.01	0.96	6.585	Up	NB-ARC domain-containing disease resistance-like protein isoform 2
Unigene2538_All	0.065	3.63	5.803	Up	WRKY DNA-binding protein 75
Unigene16508_All	0.01	1.065	6.735	Up	WRKY transcription factor 1
Unigene24688_All	0.01	1.435	7.165	Up	NADPH: quinone oxidoreductase-like
CL1613.Contig2_All	17.795	0.41	-5.440	Down	Lipoxygenase homology domain - containing protein 1 - like
CL2068.Contig2_All	11.83	0.315	-5.231	Down	Organ-specific protein S2-like
CL1097.Contig1_All	11.045	0.16	-6.109	Down	Hypothetical protein POPTR_0001s31970g
CL1813.Contig1_All	2.49	0.01	-7.960	Down	Pathogenesis-related protein Bet v I family
Unigene2331_All	0.95	0.01	-6.570	Down	Beta - glucosidase 46 isoform X3
Unigene9233_All	1.21	0.01	-6.919	Down	Pherophorin-dz1 protein

**Fig. 9:**
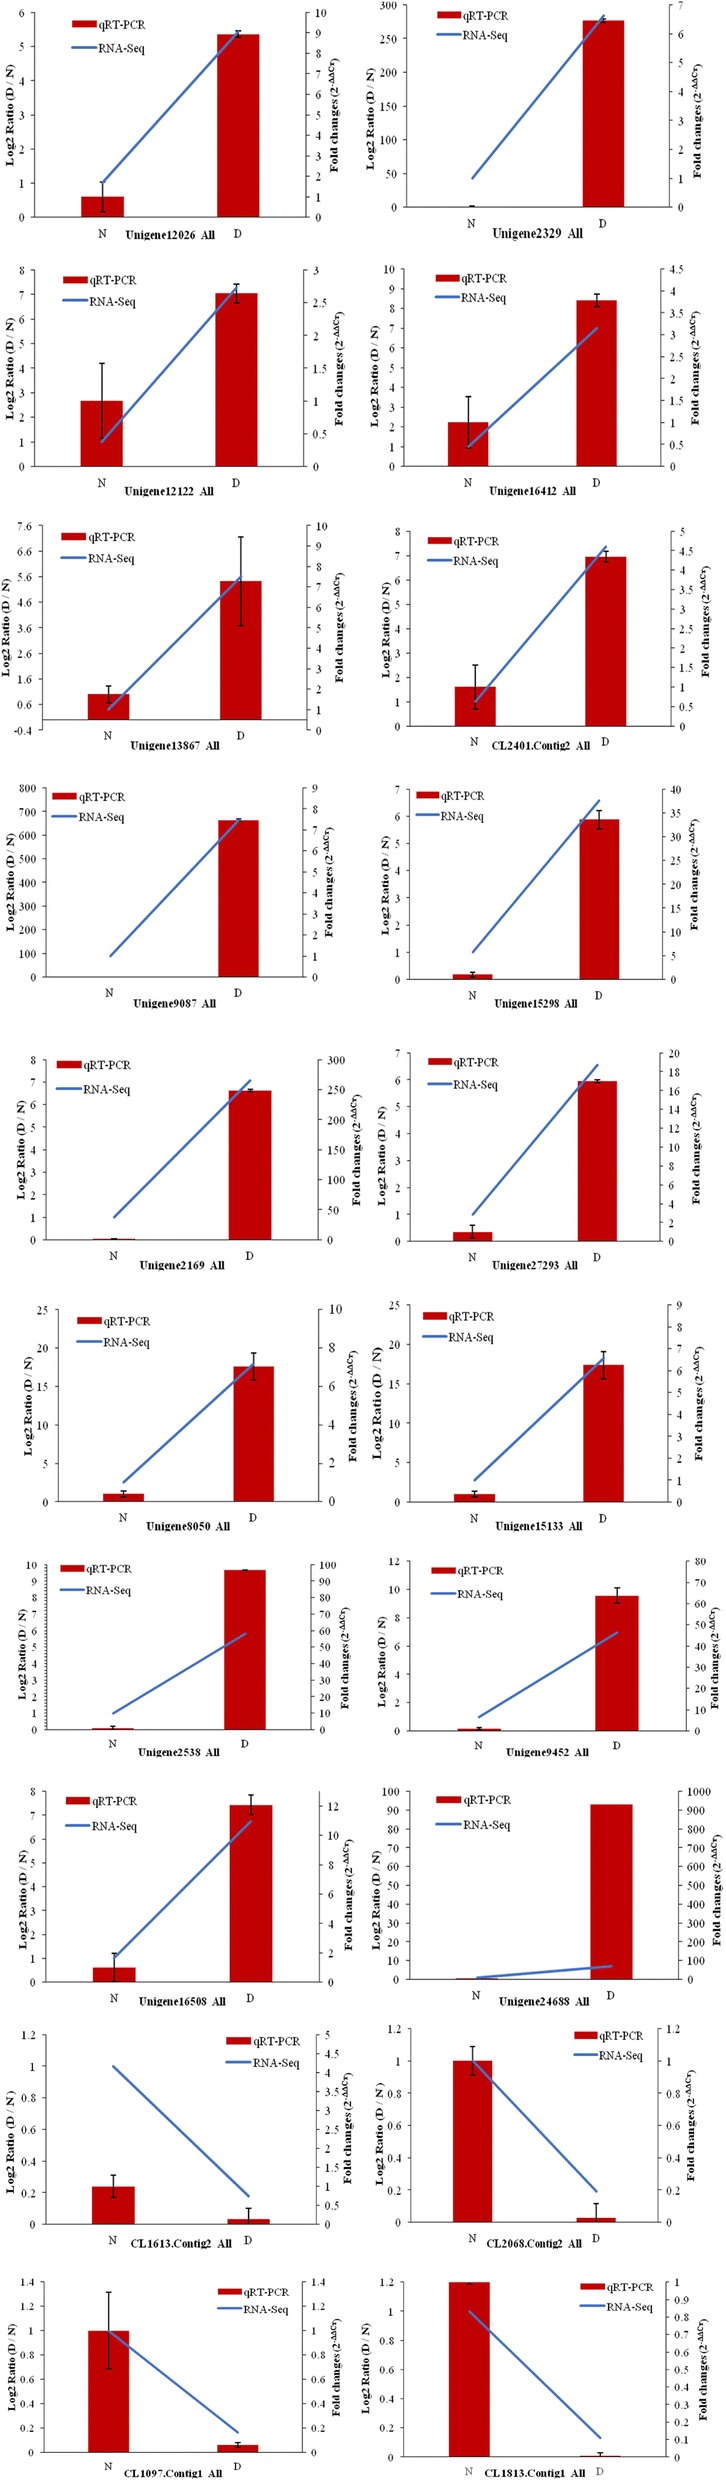
Validation of gene expression by quantitative real-time polymerase chain reaction (qRT-PCR). Gene expression levels were measured by qRT-PCR and compared with RNA-Seq results. Histograms represent the fold changes of genes (D3/N3) by qRT-PCR, whereas line charts represent gene expression according to the log2 ratio (fragments per kilobase of transcript per million mapped reads (FPKM) of D/FPKM of N) in RNA-Seq. All genes selected for qRT-PCR analysis were analyzed in three biological replicates. Bars represent the ± SEΔCт of three experiments. Details of the genes selected for qRT-PCR are provided in Table 3

## Discussion

The cultivation of pitaya is an emerging industry with a bright future and high commercial value, especially for red-fleshed pitaya (*H. polyrhizus*). However, canker disease caused by *Neoscytalidium dimidiatum* presents the most devastating attacks on pitaya plantations at present [9]. The most efficient solution to prevent this disease is to cut off the infected tissues and bury them in soil away from the plantation. In addition, molecular breeding is the best way to acquire disease-resistant cultivars; however, this is not easily done with pitaya. Moreover, additional tasks need to be completed to verify which cultivar is the most resistant among a variety of pitaya species.

Plant immunity is a complicated process that is effected mainly in response to extracellular or intracellular receptors that recognize PAMPs or effectors in PTI and ETI systems [13, 14]. The defense response mechanisms and roles of the receptors have been previously reported in *Arabidopsis*, tomato, and rice, among others [34, 35, 37, 39, 40, 49, 50], but has been scarcely described in pitaya. In our transcriptome results, higher expression levels of unigenes were detected in *H. polyrhizus* and 24 DEGs associated with the plant-pathogen interaction pathway. Most of these genes are signal receptors, protein kinases, and TFs, which may play critical roles in the plant-pathogen interaction networks.

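Receptors and kinases were examined as whole groups. Of 764 unigenes of receptor-like kinases and proteins, 154 had a mean FPKM of at least 1, and 94 of these were higher and 1 lower in diseased stems by limma; after rescaling 0 of 123 were higher and 1 lower. The median log2 change of the 536 tested was 1.84, which is 0.09 above that of all tested unigenes (camera adjusted p = 0.843, and 0.992 with an estimated correlation). Unigene1165_All, a receptor-like protein kinase-related unigene, was at 3.25 and 1.84 FPKM in D1 and D3 and listed at 0 in N2 and N3 (adjusted p = 0.0149). Of 129 unigenes matched by text as NBS-LRR resistance proteins, intracellular immune receptors, 12 of 39 with a mean FPKM of at least 1 were higher and 0 lower. The largest rises among them were of unigenes named as other proteins, the probable inactive poly [ADP-ribose] polymerases SRO3 (Unigene5800_All) and SRO5 (CL1551.Contig1_All). The probable disease resistance protein At4g33300-like unigene (Unigene8176_All) rose from 0.62 and 0.48 FPKM to 3.45 and 2.70 FPKM (adjusted p = 0.0128). The NBS-LRR median was 1.39 as deposited, which is -0.36 relative to all tested unigenes, and -0.06 rescaled. As deposited, the list did not pass camera over all tested unigenes (adjusted p = 0.101, and 0.992 with an estimated correlation). It was lower by camera as deposited at a mean FPKM of at least 1 (adjusted p = 0.0235) and rescaled over all tested unigenes (adjusted p = 0.04997). With an estimated correlation no list passed in these settings (smallest camera adjusted p = 0.574 and 0.615). Adjusted over each list alone, 0 unigenes were higher by limma in both groups. Both diseased libraries lay above both normal ones for 358 of 536 and 49 of 96, against 14513 of all 21464 tested unigenes. None of these calls was made without N3. From the DEGs assigned to plant-pathogen interaction and their annotation, the paper proposes that signal receptors, protein kinases and TFs take part in the defense networks of pitaya. It also reports qRT-PCR in which most of the selected unigenes conformed to its RNA-Seq values.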

Calcium acts as an important conserved second messenger in plant immune and stress responses [51]. Calcium is sensed by Ca^2+^-binding proteins in signaling networks, including calmodulin (CaM), calmodulin-like (CML), CDPKs, and calcineurin B-like proteins [19, 52]. The CNGCs are calmodulin-permeable cation transport channels that have the potential to integrate signals from cyclic nucleotide and Ca^2+^ signaling pathways [53]. 

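Calcium sensors and channels (calmodulins, CDPKs, calcineurin B-like proteins and cyclic nucleotide-gated channels) were matched by 211 unigenes. Of these, 74 had a mean FPKM of at least 1, and 48 were higher and 0 lower in diseased stems by limma. A calmodulin-binding protein (CL192.Contig3_All) rose from 0.56 and 0.14 FPKM in N2 and N3 to 10.0 and 4.16 FPKM in D1 and D3 (log2 fold change 4.05, adjusted p = 0.0105, limma). Unigene6080_All, a putative phosphoenolpyruvate carboxylase kinase, rose from 0.21 and 0.07 to 4.65 and 2.25 FPKM (adjusted p = 0.0109, limma). Both are text matches that their names place outside these families. The probable cyclic nucleotide-gated ion channel 17 (CL380.Contig3_All) rose from 0.12 and 0.31 to 3.09 and 2.35 FPKM (adjusted p = 0.0119, limma). The group's median log2 change was 1.54, which is -0.21 relative to all tested unigenes, and 0.41 after rescaling (camera adjusted p = 0.973, and 0.992 with an estimated correlation). Adjusted over the list alone, 43 were higher and 1 lower of 172; after rescaling, or without N3, 0 were called.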

In our transcriptome analysis, seven unigenes (Table 2) related to Ca^2+^ levels and signaling pathways were annotated and showed significant changes in expression levels in diseased red-fleshed pitaya. These genes included two CNGCs related genes (Unigene13603_All and Unigene11517_All); one CaM/CML (Unigene7838_All); three CDPK genes (Unigene12122_All, Unigene16412_All, and CL2472.Contig2); and one Rboh family gene (Unigene13565_All). These genes act as receptors or kinases in the HR, cell wall reinforcement, and stomatal closure (Fig. 6).

Pathogenesis-related (PR) proteins comprise one of the major sources of plant-derived allergens, and are generally induced by various types of pathogens, such as viruses, bacteria and fungi [54]. In pepper, PR4b reportedly interacts with LRR proteins and PR4c, as a plasma membrane-localized cysteine protease inhibitor, to trigger cell death and the defense signaling response [55, 56]. In the present study, we also monitored four differentially expressed PR homologous proteins, which were annotated in the SwissProt and InterPro public protein databases. Among these four proteins, two were up-regulated (Unigene9313_All and Unigene11745_All), and the other two were down-regulated (CL1813.Contig1_All and CL1271.Contig2_All). 

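Unigene9313_All (thaumatin-like protein 1b) was at 2.20 and 2.16 FPKM in D1 and D3, from 32 fragments in each, against 0 in N2 and 0.06 in N3 (log2 fold change 4.17, standard error 0.98, adjusted p = 0.0159, limma at a mean FPKM of at least 1). Unigene11745_All (pathogenesis-related protein 5) was at 1.98 and 0.87 FPKM and listed at 0 in N2 and N3. The major latex protein homologs CL1813.Contig1_All and CL1271.Contig2_All were listed at 0 in both diseased libraries, at 3.55 and 1.43 FPKM and at 3.39 and 3.99 FPKM in the normal ones (adjusted p = 0.0177 and 0.0104). Other members rose too: a glucan endo-1,3-beta-glucosidase (CL2132.Contig2_All) at 5.07 and 2.84 FPKM and listed at 0 in N2 and N3 (adjusted p = 0.0105), and defensin Tm-AMP-D1.2 (Unigene6629_All) at 5.72 and 4.87 FPKM against 0.21 in N2 and 0 in N3 (adjusted p = 0.00934). Of 160 unigenes of pathogenesis-related proteins, 63 had a mean FPKM of at least 1, and 37 were higher and 4 lower by limma; after rescaling 0 of 60 were higher and 2 lower, CL1271.Contig2_All among them. The median log2 change of the group was 0.04 above that of all tested unigenes (camera adjusted p = 0.628, and 0.992 with an estimated correlation), and adjusted over the list alone 34 were higher and 4 lower.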

Further work, involving protein function verification and genetic transformation, is now being carried out to investigate their roles in the response to the fungal infection of *H. polyrhizus*.

A total of 832 TFs were monitored in the present study. The TF proteins are key factors in the regulatory networks that control development, metabolism, and the responses to biotic and abiotic stresses in numerous plant species. 

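MYB15 (Unigene9894_All) rose from 0.32 and 0.08 FPKM in N2 and N3 to 3.54 and 1.83 FPKM in D1 and D3 (log2 fold change 3.27, standard error 0.72, adjusted p = 0.0141, limma at a mean FPKM of at least 1), and the MYB-related REVEILLE 1 (CL57.Contig2_All), of the circadian clock, from 0.40 and 0.26 to 2.38 and 4.30 FPKM (adjusted p = 0.0113). Of 25 MYB unigenes with a mean FPKM of at least 1, 15 were higher and 0 lower; after rescaling 0 of 21 were called, both named unigenes keeping their direction. The median log2 change over 103 tested was 1.74, the same as that of all tested unigenes to within 0.01 (camera adjusted p = 0.843, and 0.992 with an estimated correlation). Adjusted over the list alone, 0 were higher by limma. Both diseased libraries lay above both normal ones for 73 of the 103, against 14513 of all 21464 tested unigenes.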

In our RNA-Seq data, *MYB* and MYB-related family genes comprised the largest group, which accounted for 20.67%. A MYB domain protein, COLORED1 (C1), which is associated with anthocyanin synthesis, was first identified in maize [57]. The MYB TF family is a major player in drought and cold responses [58, 59], the phenylpropanoid metabolic pathway [60], and JA and ABA signal transduction pathways [61, 62]. The NAC TFs comprise a large protein family, with 138 putative NAC genes in *Arabidopsis*, as listed in the Plant Transcription Factor Database (PlantTFDB, http://planttfdb.cbi.pku.edu.cn/) [63]. However, 37 (4.45%) putative NAC genes in *H. polyrhizus* were identified based on our RNA-Seq data*.* The NAC family of genes have a highly conserved N-terminal DNA-binding domain and a variable C-terminal domain. 

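The largest rise was that of a NAP-like unigene (CL2211.Contig1_All), a NAC factor of leaf senescence, from 0.16 and 0.23 FPKM in N2 and N3 to 6.54 and 4.5 FPKM in D1 and D3 (log2 fold change 4.24, standard error 0.50, adjusted p = 0.00904, limma at a mean FPKM of at least 1). NAC domain-containing protein 29 (Unigene1115_All) rose from 0.25 and 0.12 to 6.74 and 3.28 FPKM (adjusted p = 0.00934) and NAC domain-containing protein 2 (Unigene4470_All) from 2.42 and 0.29 to 12.2 and 9.82 FPKM (adjusted p = 0.0166). Of 20 NAC unigenes with a mean FPKM of at least 1, 13 were higher and 0 lower; rescaled log2 fold changes of the 3 named were 3.08, 3.00 and 2.22, and 0 of 19 passed. The 44 tested unigenes had a median 0.48 above that of all tested unigenes (camera adjusted p = 0.0690, and 0.992 with an estimated correlation), and 17 were higher when adjusted over the list alone.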

The NAC TFs participate in the response to drought, salinity, and/or low temperatures and regulate JA-signaled defense responses in various plants [64, 65]. In addition, 52 WRKY superfamily TF genes were monitored in the present study and five unigenes (Unigene 9452_All, Unigene 14674_All, Unigene 2538_All, Unigene 2169_All, and Unigene 16508_All) were differentially expressed upstream in red pitaya. 

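Beyond the 5, WRKY48 (Unigene1139_All) rose from 0.05 and 0.27 FPKM in N2 and N3 to 5.40 and 2.25 FPKM in D1 and D3 (adjusted p = 0.0114, limma at a mean FPKM of at least 1), WRKY29 (Unigene12885_All) from 0.20 and 0.07 to 7.02 and 1.03 FPKM (adjusted p = 0.0202), and Unigene9361_All was at 1.80 and 2.16 FPKM against 0 and 0.07 (adjusted p = 0.0190). Of 28 WRKY unigenes with a mean FPKM of at least 1, 22 were higher and 0 lower, and 0 of 25 after rescaling, where the group's median was 0.98. The 58 tested had a median log2 change of 1.99, which is 0.24 above that of all tested unigenes (camera adjusted p = 0.0340, but 0.259 at a mean FPKM of at least 1 and 0.992 with an estimated correlation). Adjusted over the list alone, 27 were higher and 0 lower. Of the 58, 49 had both diseased libraries above both normal ones, against 14513 of all 21464 tested unigenes. None was called by limma without N3.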

The WRKY genes are quite common in plants, which contain a conserved N-terminal sequence of WRKYGQK, along with a Zn finger-like motif (C2H2 type or C2HC type) [66]. The trend in qRT-PCR expression levels of four WRKY unigenes (Unigene 9452_All, Unigene 2169_All, Unigene 16508_All, and Unigene 2538_All) were consistent with the RNA-Seq data (Fig. 10 and Table 3). The Unigene 14674_All was an unnamed protein product, which was annotated to both *WRKY* and *RRS1-R* gene families. Pathway results suggested that the five differentially expressed WRKY unigenes were important candidate genes of *H. polyrhizus* involved in plant pathology interactions (Fig. 6).

**Fig. 10:**
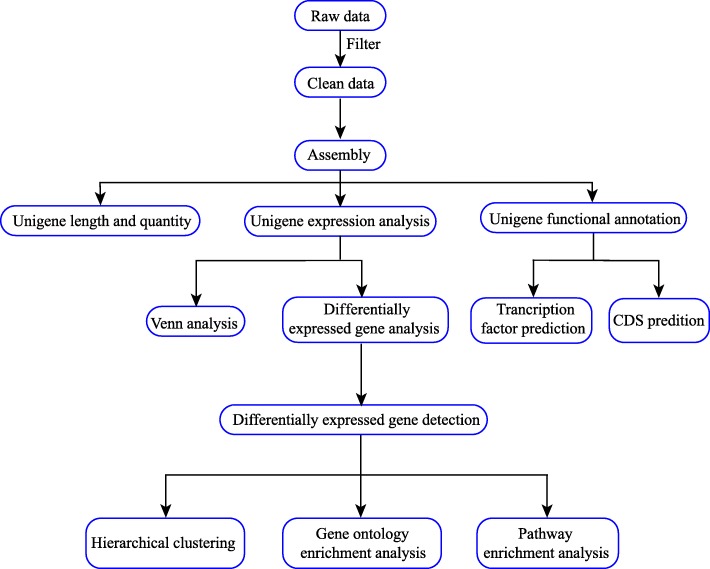
Bioinformatics analysis of the de novo transcriptome study processes

## Conclusions

Our findings may pave a fundamental step to a better understanding of the defense responses of pitaya. We have provided hypotheses for the functions of the genes identified, according to public protein annotation databases. However, specific details of the roles of these genes in pitaya defense responses pose a relevant and interesting challenge. Thus, further research is now required to clarify how significant DEGs regulate pitaya defense processes via genetic transformation, when infected by *Neoscytalidium dimidiatum*.

At present, transgenic research is the best method with which to clarify the functions of a gene. However, this is difficult to achieve in tropical and subtropical non-model plants. Three major difficulties are associated with transgenic research in pitaya. Firstly, there have been problems associated with the establishment of a tissue culture system. Secondly, we need to consider the stability of the tissue culture system and the resolution of issues if stability is unfavorable. Finally, the period required to screen a disease-resistant cultivar is relatively long. Nevertheless, in spite of the difficulties faced in the study of non-model plants, transgenic Cavendish bananas with resistance to Fusarium wilt tropical race 4 were reported recently following a 3-year field trial [67]. That was a major breakthrough for the banana industry and could also imply a brighter future for the pitaya industry. Thus, the problems associated with transgenic pitaya should be solved eventually with further broad-scale research.

## Methods

### Plant materials and culture conditions

Healthy and diseased stem tissues of red-fleshed pitaya (*H. polyrhizus*) were collected from the orchard of Ledong County, Hainan Province. These plants had been growing for approximately five years in a plantation under natural conditions. Fungal spores were isolated from diseased tissues, and morphological and molecular analyses were conducted to determine the species of *Neoscytalidium dimidiatum* 8 (*ND8*). The article about isolation of *ND8* has been published in Australasian Plant Pathology [68]. The collected stem tissues were divided into two groups with similar characteristics in triplicate within each group. The stems were cut into pieces and immediately frozen in liquid nitrogen. The three replicates of the normal group were named N1, N2, and N3, whereas the three replicates of the diseased group were named D1, D2, and D3. Three biological replicates, each consisting of four stem cutting bases, were frozen in liquid nitrogen and stored at − 80 °C until further analysis. Sample tissues were transferred to Shenzhen BGI Tech Company (Shenzhen, China) for transcriptome de novo assembly and sequencing using an Illumina HiSeq system.

### Total RNA extraction

Tissues (100 mg) were placed into a precooled mortar to be ground into a powder with liquid nitrogen. The ground stem powder was collected into a precooled 2 mL microcentrifuge tube containing 2 mL RNase-free cetyltrimethylammonium bromide (CTAB) extracting solution, which contained 0.1% diethyl pyrocarbonate (DEPC), 2.5% CTAB, 1.4 M NaCl, 20 mM EDTA, 100 mM Tris-HCl (pH 8.0), and 4% polyvinylpyrrolidone (PVP). The tubes were then placed in a water bath at 65 °C for 30 min to induce cell lysis, and centrifuged at 13,000 rpm for 5 min at 25–28 °C. The residue was discarded, and the supernatant was transferred into a clean 2 mL microcentrifuge tube. Trichloromethane (1 mL) was added to the supernatant solution, mixed lightly, and centrifuged at 13000 rpm for 15 min at 4 °C. The supernatant was then transferred into a clean 2 mL microcentrifuge tube, and this procedure was repeated once more. Subsequently, 8 M lithium chloride was added with RNase-free water to 0.6 volume of the supernatant and left overnight. The mixture was centrifuged for 30 min at 13000 rpm and 4 °C to obtain an RNA precipitate. RNase-free ethyl alcohol (75%) was used to wash the RNA precipitate twice. Finally, RNA was dissolved in RNase-free ddH_2_O and stored at − 80 °C until further use.

### Construction of the cDNA library and de novo RNA-Seq

Poly (A) mRNA from the total RNA was enriched by poly-T oligo-attached magnetic beads (Invitrogen, Thermo Fisher Scientific, CN), according to the manufacturer’s protocol. Purified mRNA was then divided into short fragments by mixing with fragmentation buffer. First strand cDNA was synthesized using a random hexamer primer. Buffer, dNTPs, RNase H, and DNA polymerase I were then added to the fragmented mRNA templates to synthesize second-strand cDNA. The double-stranded cDNA was purified using magnetic beads. End repair, and the addition of 3′-end single nucleotide A (adenine), were then performed. Finally, sequencing adaptors were ligated to the fragments, which were enriched by PCR amplification. During the quality control step, a 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA) and a StepOnePlus Real-Time PCR System (Applied Biosystems Inc., Foster City, CA, USA) were used to qualify and quantify sequences for the sample libraries. The constructed library products were finally prepared for sequencing using a HiSeq 2000 system (Illumina, San Diego, CA, USA) at the Beijing Genomics Institute (BGI).

### Filtering of raw reads and the assembly of clean reads

Before any further analysis could be conducted, we needed to consider quality control of the data. In addition, low-quality sequences were filtered out of the raw data to reduce data noise. We defined “dirty” raw reads as those that contained adapter sequence, high levels of unknown bases, and low-quality reads. These needed to be removed before data analysis. Filtering steps were as follows: 1) Reads with adapters were removed; 2) reads in which unknown bases were more than 10% were removed; and 3) low-quality reads were removed (the percentage of low-quality bases is usually over 50% in a read, and we defined a low-quality base to be one with a sequencing quality of no more than 5). After filtering, the remaining reads were referred to as “clean reads” and used for downstream bioinformatics analysis. Clean data were obtained and stored in the FASTQ format after filtering.

Clean reads were assembled using the Trinity paired-end assembly method [69]. The assembled clean reads, also referred to as transcripts, were clustered and this eliminated any redundancy in obtaining unigenes using the TIGR Gene Indices clustering tools (TGICL) [70]. For the study of multi-samples, the previous step using the TGICL for downstream analysis of the unigenes was repeated. The processed unigenes were referred to as “All-Unigenes.” All-Unigenes were divided into two parts; one part included clusters of a few unigenes with more than 70 similarities among them (starting with “CL,” followed by the gene family ID); and the other included singletons (starting with “Unigene”). The clean data arising from high-throughput sequencing (RNA-Seq) results, and the processed files, have been submitted to the Gene Expression Omnibus (GEO) database at the GenBank website with accession number GSE119976. The process of preliminary bioinformatics analysis was performed according to the flow diagram in Fig. 10.

### Functional annotation and the detection of differentially expressed unigenes

After assembly, *H. polyrhizus* pitaya All unigenes (contigs and singletons) were functionally aligned to the public protein databases, NR, GO, KEGG, COG, InterPro, and SwissProt. All unigenes were annotated according to their sequence similarity to previously annotated genes in these public databases. The phyper function of R software (https://www.r-project.org) was used for enrichment analysis, according to the results of GO and KEGG pathway gene annotations in functional analyses. The *p*-value was corrected by the FDR. We considered that unigenes with a FDR ≤ 0.01 were significantly expressed in the GO and KEGG pathways. Moreover, NOIseq [71] and PassionDis [72] methods were used to test DEGs. A fold change ≥2.00 or fold change ≤0.5, with a Probability ≥0.8 in NOIseq, and fold change ≥2.00 or fold change ≤0.5, with a FDR ≤ 0.001 in PassionDis of unigenes were used to define DEGs in the normal and diseased libraries. According to the results of the DEGs test, the pheatmap function of R software was used for hierarchical clustering analysis.

### Verification of DEGs by quantitative reverse transcription PCR (qRT-PCR)

To investigate the stability and accuracy of RNA-Seq, 23 DEGs that were possibly associated with plant pathology, were selected for real-time quantitative RT-PCR (qRT-PCR). Total RNA extraction was performed as described in previous steps. Following treatment with DNase I (Thermo Fisher Scientific, USA), first strand cDNA synthesis was conducted according to the manufacturer’s protocols using the PrimeScript™ 1st strand cDNA synthesis kit (code No.6210A, Takara, Japan). qRT-PCR was performed using a 20-μL reaction system, containing 10 μL of SYBR® Premix Ex TaqII (Tli RNase Plus) (2×), 2 μL cDNA templates, 0.8 μL PCR forward primer (10 μM), 0.8 μL PCR reverse primer (10 μM), 0.4 μL ROX reference Dye II (50×) and 6 μL of nuclease-free water. The qRT-PCR assays (three technical replicates) were carried out using a 7500 Applied Biosystems qRT-PCR System (Life Tech, USA). The primers of all genes selected for qRT-PCR were designed using Primer Premier 6 software (www.premierbiosoft.com). The pitaya ubiquitin gene (*UBQ*) was used as an internal reference control for data normalization. The primers for *UBQ* were as follows: F: 5′-TGAATCATCCGACACCA-3′; and R: 5′-TCCTCTTCTTAGCACCACC-3′ [73]. Reactions were carried out under the following conditions: 50 °C for 2 min, 95 °C for 10 min, followed by 40 cycles at 95 °C for 15 s, and 60 °C for 1 min. Output data were generated using the Applied Biosystems 7500 software version 2.0.6 (ABI, America). All reactions were performed with two independent biological replicates, and the expression levels calculated for each sample were based on three technical replicates. The 2^-ΔΔCT^ method was used for qRT-PCR data analysis, in which PC_T. (test)_ = C_T (target, test)_ - C_T (reference, check)_; ΔC_T (calibrator)_ = C_T (target, calibrator)_ - C_T (reference, calibrator);_ and ΔΔC_T_ = ΔC_T (test)_ - ΔC_T (calibrator)_. The expression ratio of the experimental and control groups was 2^-ΔΔCT^.

## Abbreviations

ABA: abscisic acid
BR: brassinosteroid
CaM/CML: calmodulin and calmodulin-like
CDPK: calcium-dependent protein kinase
CNGC: cyclic nucleotide-gated channel
COG: Clusters of Orthologous Groups
DEGs: differentially expressed genes
EIX: ethylene-inducing xylanase
ERF: ethylene response factor
ETI: effector-triggered immunity
FDR: false discovery rate
FLS2: flagellin-sensing 2
GC: guanine-cytosine
HR: hypersensitive response
JA: jasmonic acid
KEGG: Kyoto Encyclopedia of Genes and Genomes
LRR: leucine-rich repeats
LRR-RLKs: LRR receptor-like serine/threonine-protein kinases
MAPK: mitogen-activated protein kinase
NR: Non-redundant
PAMPs: pathogen-associated molecular patterns
PR: Pathogenesis-related
PRRs: pattern-recognition receptors
PTI: PAMP-triggered immunity
Rboh: respiratory burst oxidase homologs
RLKs: receptor-like kinases
RLPs: receptor-like proteins
RNA-Seq: RNA-Sequencing
ROS: Reactive oxygen species
S/TK: serine/threonine kinases
TF: Transcription factor
TIR: toll/interleukin-1-receptor

How the deposited data were processed for this re-analysis (not part of the article)

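Poly (A) RNA of diseased and normal pitaya stems was measured by RNA-Seq. The 4 libraries D1, D3, N2 and N3 were grouped by the condition in their labels, 2 diseased and 2 normal. The authors assembled the clean reads with Trinity, clustered them with TGICL into unigenes and made the FPKM values per library, each relative to all mapped fragments of that library, viral unigenes included. The tool that counted the fragments is not given in the sources used here. In the authors' deposited comparison, the log2 values are the log2 of the ratio of the group means of FPKM, with 0.01 in place of a listed 0. The score in the same table is the NOIseq probability of differential expression as deposited by the authors, which is not a p-value. The authors matched the unigenes to NR, SwissProt, KEGG, COG, InterPro and GO, and the text of these matches was used as deposited.

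FPKM values were taken as log2(FPKM + 0.1) and compared with limma 3.58.1 (R 4.3.3, eBayes with an intensity trend), with Benjamini-Hochberg adjustment. A unigene with a mean FPKM of at least 0.25 was tested, and called at an adjusted p under 0.05 and a change of at least 2-fold. Gene lists were matched as text to the annotation of each unigene: 32 lists by function and 4 by organism (fungus, bacteria, virus and animal). Lists with at least 5 tested members were compared with all other unigenes by camera with a preset correlation of 0.01, and with an estimated correlation beside it. The latter rests on the residual degrees of freedom of the 4 libraries and passed no list in any setting. It was not run on simulated values. A text match also takes in unigenes of another family, and the organism lists matched parts of other words (candida in candidate), so whole names were searched as well, which was chosen after seeing the data. GO terms and kinases were compared by Fisher's exact test with the unigenes whose higher group mean reached that of the lowest call, 0.935 FPKM. Numbers of unigenes were compared by an exact permutation test. The scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The alternatives were pseudocounts of 0.01 and 1, no filter, a mean FPKM of at least 1, scaling by means of log ratios trimmed by 30% per side, limma without the trend, an adjusted p under 0.1, no fold limit, leaving out each library, and a rebuilt NOISeq statistic.

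Unigenes were named by a rule: those the paper names, the 15 largest named rises and 15 largest named falls past the test, the 4 members of each list with the largest change past the test (or the 2 most expressed where none passed), and the 10 most expressed of each group. The values in the paper's tables had been seen when the rule was made. As nothing passed the main test, the rule was applied to the calls at a mean FPKM of at least 1, which was decided after seeing the data. The viral unigenes, the matches to algae and other protists (at least 100 fragments), the depth from FPKM steps and the scaling by fragments outside the viral unigenes were also chosen then. The depth was fitted on unigenes of 240 to 700 bp with fewer than 4.5 fragments. On 1 library simulated with the same formula, it was recovered with an error of 0%. That checks the search alone and does not test the formula on the deposited values. Values were simulated for 2 against 2 libraries with 200 unigenes changed and all others equal, unlike the real data, where far more differ. On these, limma at a mean FPKM of at least 0.25 called 0 of 200 unigenes changed 4-fold and 0 of 200 changed 16-fold. At a mean FPKM of at least 1 it called 63.5% and 98.0%, with 11 and 4 unchanged unigenes called. The rebuilt NOISeq statistic called 95.5% of 200 unigenes raised 64-fold, and with them 194 unchanged unigenes as higher and 208 as lower. The qRT-PCR values and the sequence reads were not analysed here, and transcription factors were taken from annotation text, not from the paper's prediction.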

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

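Apart from limma at a mean FPKM of at least 1, the tests in this part were chosen after the result was seen. The viral unigenes held 94.4% of the fragments in D1, 93.2% in D3, 97.4% in N2 and 98.0% in N3, a signal the paper does not report on. At a mean FPKM of at least 1, 98.9% of the limma calls were higher in diseased stems, and 59.6% with each library divided by its share of fragments outside the viral unigenes (median log2 change 1.71 over 7047 and 0.25 over 5881 tested unigenes). Over the same 7024 unigenes outside the viral ones, the median went from 1.72 to 0.39, with 67.1% above 0 after it. Over the 2168 above 1 FPKM in all libraries it went from 1.36 to -0.06. That scaling makes the summed share outside the viral unigenes equal by its construction. The effect of the viral share and a rise of most plant RNA therefore cannot be told apart. A larger total of mapped fragments in diseased libraries is argued against, since their mean was 0.884 times that of the normal ones. This does not extend to coverage outside the viral unigenes, where diseased libraries held more fragments (mean 718721.5 against 303337.5). RNA of the fungus is argued against for unigenes above 1 FPKM in all libraries, whose median log2 difference was 1.36 (quartiles 0.78 and 1.85, 2168 unigenes), since fungal RNA would not raise these. Being present in both normal libraries, this set leaves out unigenes found only with the fungus, and its values do not bear on them. RNA of the fungus stays open for the unigenes the authors' deposited table lists as higher. Of these, 64.7% had an NR match against 70.0% of others of the same lengths. Best NR matches named algae and other protists, but no virus and none of the genera of fungi, bacteria and animals searched for. Whether the search could reach fungi is therefore not known.

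CL2472.Contig2_All, listed in Table 2 as a CDPK, was high in N3 alone. Its value in N2 was 1.72 times the diseased mean, so a single normal library may account for its difference. Its annotation held 1 domain of a viral RNA-dependent RNA polymerase, in line with a viral unigene. A response of a pitaya kinase to infection was not tested by these values.

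The paper does not discuss 9 unigenes whose best match was an alga or another protist, most of them mitochondrial genes. Together they held 1126.5 fragments per 1e6 in D1, 1129.6 in D3, 1038.6 in N2 and 1082.3 in N3. The median ratio of the diseased to the normal share was 1.07 against 3.59 for 4426 other unigenes, which argues against RNA that scales with the plant RNA. The median coefficient of variation was 0.052 against 0.737, so an even addition to every library is a candidate explanation; its source was not tested. The exception was Unigene10091_All, at 1.49 and 7.15 fragments per 1e6 in D1 and D3 and 0.85 and 0.38 in N2 and N3.

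After rescaling, 28 unigenes that the paper does not name were higher in diseased stems at a mean FPKM of at least 1, a signal outside the genes it discusses. Enzymes of ethylene and lignin synthesis and transporters were among them.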

How the results depend on the processing

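The scalings by fragments outside the viral unigenes, the combined settings, the rescaled NOISeq statistic, whole genus names and the estimated correlation were chosen after seeing the data. Limma called 0 unigenes higher and 0 lower in the main test and with no fold limit (9502 at an unadjusted p under 0.05), pseudocounts of 0.01 (8606) and 1 (8805), no filter (9987), rescaling (3092), no trend (8775) and scaling per fragment outside the viral unigenes (2888). The numbers higher and lower were 4246 and 48 at a mean FPKM of at least 1, 8709 and 146 at an adjusted p under 0.1, 1032 and 41 by the rebuilt NOISeq statistic, and 414 and 306 by it on rescaled values. With a mean FPKM of at least 1 they were 29 and 17 rescaled and 56 and 38 per fragment outside the viral unigenes. Leaving out each library gave 0 to 3813 higher and 0 to 104 lower: 3813 and 71 without D1, 2072 and 104 without D3, and 0 without N2 or N3. At a mean FPKM of at least 1 these were 42 and 0 without D1, 477 and 31 without D3, 3926 and 26 without N2, and 0 and 0 without N3. The library left alone in its group is assumed to vary like the other group. Of the Table 2 unigenes, 0 passed in the main test, 1 at a mean FPKM of at least 1 (3 without N2), 21 by NOISeq (13 rescaled), 19 at an adjusted p under 0.1 and 0 to 15 without a library (15 without D1, 13 without D3). Of the Table 3 unigenes, 5 passed at a mean FPKM of at least 1 (3 without D3, 5 without N2, 0 without D1 or N3; 2 rescaled and 3 per fragment outside the viral unigenes), 23 by NOISeq (15 rescaled), 20 at an adjusted p under 0.1 and 0 to 12 without a library (12 without D1 or D3). The 8 gene lists past camera became 4 per fragment outside the viral unigenes, 0 with an estimated correlation, and 4 (without D1) to 10 (without N2). An estimated correlation passed no list in any setting, so its 0 does not weigh against the 8. The ratio of detected unigenes was 1.29 to 1.48 without a library, 1.86 at an FPKM of at least 0.3, 3.45 at 1 and 4.06 at 10, and the 3 unigenes matched to fungi (all Albugo candida, an oomycete) became 34 in any annotation text, most through other words such as golgin candidate, and 0 and 5 by whole genus names, none of the 5 with a fungal best match. The ratio of detected unigenes stayed above 1 in each setting, while a count has no direction that could change. The balance of lists past camera did shift, from 3 higher and 5 lower in the main test. It was 6 and 5 with no filter and 0 and 6 at a mean FPKM of at least 1. At an adjusted p under 0.1, limma on rescaled values called 0 higher and 1 lower. The medians of the NBS-LRR, photosynthesis, cell wall, aquaporin, cuticle and wax, proteinase inhibitor and water stress lists went from positive to negative on rescaling, with the direction in camera, past the test or not, lower in both. The cause was not tested beyond fewer unigenes or libraries in a setting. No paired analysis was possible because the groups share only replicate number 3, fewer than 2.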

Differences from the paper's values

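The paper reports 1608 differentially expressed unigenes at an FDR of at most 0.001 and a 2-fold change. Limma here gave 0 at an adjusted p under 0.05 and 2-fold (9502 at an unadjusted p under 0.05). On simulated values with all other unigenes equal, the same setting called 0 of 200 unigenes changed 16-fold. Far more unigenes differ in the real data, so the simulation does not measure the power there. Counts of 0 in that setting, here and below, are not taken as evidence against the paper's numbers. Of the alternatives set before the data were examined, 2176 without D3, and 1032 higher with 41 lower by the rebuilt NOISeq statistic at a probability of 0.8, lay within 1.5 times the paper's value. The others did not: 4294 at a mean FPKM of at least 1, 3884 without D1, 8855 at an adjusted p under 0.1, and 0 elsewhere. The paper's text gives 23 up-regulated unigenes of plant-pathogen interaction, while its Table 2 names 21 distinct ones, so that at most 21 could pass here, and 0 did; all 21 by NOISeq and 19 at an adjusted p under 0.1 lay within 1.5 times it, and 1 at a mean FPKM of at least 1, 15 without D1, 13 without D3 and 0 elsewhere did not. The paper's number for Table 3 is 23, and 0 passed here; 23 by NOISeq equalled it and 20 at an adjusted p under 0.1 lay near it, while 5 at a mean FPKM of at least 1, 12 without D1, 12 without D3 and 0 elsewhere did not. The paper's methods define DEGs by a NOIseq probability of at least 0.8 and, in PassionDis, an FDR of at most 0.001, each with a 2-fold change, where the limit here was an adjusted p under 0.05. The paper gives the number of unigenes in diseased samples as 45.7% higher. Its totals of assembled unigenes yield that value as a share of the diseased mean, and 84.2% as a share of the normal mean. Here, for unigenes above 0 FPKM, the surplus was 27.8% of the diseased mean. An FPKM of at least 0.3, and leaving out D1 or N2, lay within 1.5 times the paper's value; 71.0% at an FPKM of at least 1, 75.4% at 10, 22.7% without D3 and 24.2% without N3 did not. The paper's number of bHLH factors is 42, from a prediction of transcription factors, and 73 unigenes matched bHLH here by annotation text, for which no alternative was set. Of 46 values set beside the paper's, these 5 differed; all 23 log2 ratios of Table 3 were equal within 0.01.

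The paper lists CL2472.Contig2_All as a CDPK, while its annotation held 0 protein kinase domains. It gives Unigene24332_All in its text as PBS, while the best match was receptor-like protein 12, and Unigene5397_All matched PBS1. For Unigene13234_All, listed among FLS2, the best SwissProt match was a transposon polyprotein.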

Other observations

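Limma on rescaled values at a mean FPKM of at least 1 and camera with an estimated correlation were tests chosen after the result was seen, and calls are from limma at a mean FPKM of at least 1 unless another setting is given. Some enzymes of ethylene and lignin synthesis were called higher in both scalings, although neither list passed camera. The ACC oxidases Unigene10281_All (67.1 and 67.9 FPKM in D1 and D3, 3.42 and 1.84 in N2 and N3) and Unigene13649_All (36.7 and 33.0 against 1.57 and 1.65) were called both as deposited (adjusted p = 0.00757 and 0.00752) and rescaled (0.0441 for both). So were the caffeic acid 3-O-methyltransferases CL305.Contig4_All (28.9 and 18.7 against 0.49 and 0.68 FPKM) and CL1720.Contig2_All (13.9 and 15.3 against 0.5 and 0.49), and cinnamoyl-CoA reductase 1 (CL1493.Contig2_All, 25.7 and 38.3 against 2.28 and 1.05), all of lignin synthesis. Transporters were the sucrose transport protein Unigene2950_All (17.5 and 14.3 against 0.73 and 0.31 FPKM), the plasma membrane H+-ATPase CL1504.Contig4_All (14.5 and 20.8 against 0.41 and 0.53) and potassium transporter 5 (CL81.Contig3_All, 7.73 and 10.6 against 0.5 and 0.28). The jasmonate repressor TIFY 10A (Unigene3102_All) was at 18.6 and 22.8 against 1.41 and 0.82 FPKM.

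Among the falls, 4 contigs of the cold and drought-regulated protein CORA were lower in both scalings, CL1802.Contig4_All at 1.22 and 3.25 FPKM in diseased against 11.9 and 18.3 in normal stems (adjusted p = 0.0129). A polygalacturonase inhibitor, which blocks fungal pectin-degrading enzymes, fell too (Unigene7164_All, 2.88 and 1.53 against 14.4 and 9.35 FPKM, adjusted p = 0.0137), and so did the organ-specific protein CL2068.Contig1_All (0.38 and 0.39 against 13.5 and 9.37 FPKM, rescaled adjusted p = 0.0199). Light-harvesting chlorophyll B-binding protein 3 (Unigene834_All) was at 0 and 0.61 FPKM in D1 and D3 and 2.08 and 5.21 in N2 and N3 (adjusted p = 0.0208, and 0.0786 rescaled), while the photosystem II 10 kDa polypeptide CL797.Contig1_All, at 18.2 and 7.9 FPKM, was listed at 0 in N2 and N3.

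Relative to all tested unigenes, 5 lists were lower by camera: photosynthesis (median -1.18, adjusted p = 7.8e-07), proteinase inhibitors (-1.05, 6.1e-06), aquaporins (-1.32, adjusted p = 2.0e-04), cell wall enzymes (-0.51, adjusted p = 0.00119) and cuticle and wax (-0.63, adjusted p = 0.00222). Each had a positive median as deposited and a negative one rescaled (-0.67, -0.44, -0.92, -0.07 and -0.24), and each was lower relative to all unigenes in both scalings, cuticle and wax not passing rescaled (adjusted p = 0.0629). The lists of CAM and malate enzymes (0.21, adjusted p = 0.0108) and ribosomal proteins (adjusted p = 2.0e-04, with a median of -0.06, opposite in sign to the test) were higher; the latter did not pass rescaled (adjusted p = 0.179), and neither passed at a mean FPKM of at least 1 (adjusted p = 0.139 for both). With an estimated correlation none passed (camera adjusted p = 0.586 for photosynthesis and 0.992 for the others). That mode rests on the residual degrees of freedom of 4 libraries and passed no list in any setting. For photosynthesis the estimated correlation was -0.0102, below the preset 0.01, yet the unadjusted camera p went from 2.4e-08 to 0.0183. Not passing in that mode is therefore no evidence against a difference. The numbers called higher and lower were 12 and 4 of 53 for photosynthesis, 5 and 2 of 22 for proteinase inhibitors, 2 and 0 of 10 for aquaporins (the water channel MipI, Unigene7410_All, and the disease resistance protein Unigene8176_All, a text match), 32 and 3 of 80 for cell wall, 15 and 0 of 31 for cuticle and wax, 28 and 0 of 38 for CAM and 236 and 0 of 332 for ribosomal proteins. Rescaled, they were 1 and 0 of 52, 0 and 0 of 22, 0 and 0 of 11, 0 and 1 of 68, 3 and 0 of 30, 0 and 0 of 34 and 2 and 0 of 308. The 2 of the ribosomal list were a proline-rich protein (Unigene12790_All) and an extensin-like protein (Unigene12020_All), both text matches. Adjusted over the list alone, 3, 0, 0, 0, 14, 34 and 232 were higher, and 2 lower for cuticle and wax and 1 for ribosomal proteins.

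Apart from these and the WRKY list, no list passed camera as deposited over the unigenes with a mean FPKM of at least 0.25. At a mean FPKM of at least 1, the NBS-LRR list was also lower (camera adjusted p = 0.0235). Called higher were 29 of 37 phenylpropanoid and lignin, 19 of 27 betalain and flavonoid, 24 of 35 jasmonate, 20 of 26 ethylene, 3 of 8 salicylate, 23 of 41 auxin, 16 of 29 abscisic acid (1 lower), 7 of 12 chlorophyll breakdown, 0 of 3 callose synthase, 34 of 56 heat shock, 14 of 25 cytochrome P450, 3 of 8 transposable element, 32 of 54 histone and cyclin, 6 of 13 water stress and 179 of 290 unigenes matching the text of reference genes such as actin and ubiquitin, ubiquitin ligases included (2 lower). Rescaled, the numbers were 2 of 33, 0 of 25, 1 of 32, 3 of 23, 0 of 8, 0 of 35 (1 lower), 0 of 29, 1 of 11, 0 of 2, 0 of 50, 1 of 21, 0 of 6, 0 of 45, 0 of 13 and 0 of 246 in this order. Adjusted over the list alone, the numbers higher were 25, 12, 20, 20, 0, 19, 14, 7, 2, 39, 24, 0, 34, 7 and 0 in the same order.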
